# A library of base editors for the precise ablation of all protein-coding genes in the mouse mitochondrial genome

**DOI:** 10.1038/s41551-022-00968-1

**Published:** 2022-12-05

**Authors:** Pedro Silva-Pinheiro, Christian D. Mutti, Lindsey Van Haute, Christopher A. Powell, Pavel A. Nash, Keira Turner, Michal Minczuk

**Keywords:** Genetic engineering, DNA

## Abstract

The development of curative treatments for mitochondrial diseases, which are often caused by mutations in mitochondrial DNA (mtDNA) that impair energy metabolism and other aspects of cellular homoeostasis, is hindered by an incomplete understanding of the underlying biology and a scarcity of cellular and animal models. Here we report the design and application of a library of double-stranded-DNA deaminase-derived cytosine base editors optimized for the precise ablation of every mtDNA protein-coding gene in the mouse mitochondrial genome. We used the library, which we named MitoKO, to produce near-homoplasmic knockout cells in vitro and to generate a mouse knockout with high heteroplasmy levels and no off-target edits. MitoKO should facilitate systematic and comprehensive investigations of mtDNA-related pathways and their impact on organismal homoeostasis, and aid the generation of clinically meaningful in vivo models of mtDNA dysfunction.

## Abstract (web summary)

A library of double-stranded-DNA deaminase-derived cytosine base editors allows for the precise ablation of every mtDNA protein-coding gene in the mouse mitochondrial genome.

## Main

Mammalian mitochondria contain several copies of their own genome (mtDNA) which encodes 13 essential subunits of the oxidative phosphorylation (OXPHOS) system. Pathogenic variants in the mitochondrial genome (both ‘heteroplasmic’ (mix of normal and mutant genomes) or ‘homoplasmic’ (100% mutant genomes)) can result in mitochondrial diseases, which are a major group of inherited conditions affecting ~1 in 8,000 humans^1^. These disorders are characterized by unexplained tissue selectivity and are currently incurable. Accumulation of mtDNA mutations has also been observed in healthy humans, in particular during the ageing process, and has been associated with common multifactorial diseases, metabolic disease, heart failure, cancer and neurodegeneration^2^. There is a pressing need to develop new approaches to model mtDNA dysfunction in vitro and in vivo, which will be indispensable for experimental therapy development and, in the longer term, to treat diseases in which mtDNA dysfunction is a primary or confounding factor^3^.

Historically, the mitochondrial biology and medicine fields were unable to manipulate or modify the mitochondrial genome in mammalian mitochondria within cells, which has severely hindered research on mtDNA metabolism and the development of in vivo models for pre-clinical therapies for mtDNA diseases^4^. Only a few mouse models for mtDNA disease have been developed and characterized thus far^5^. For many years, the approaches towards manipulation of mtDNA in mammals have been mainly limited to changing the ratio of the existing mtDNA variants (heteroplasmy) by mitochondrially targeted restriction enzymes and programmable nucleases, both in vitro^6–10^ and in vivo^11–14^. A method to silence mitochondrial gene expression in a systematic way was developed, utilizing chemically synthesized precursor-morpholino hybrids^15^. However, this strategy is only applicable in purified mitochondria, invaliding its use for studies in cellular and animal models. Recently, a new approach has been developed: DddA-derived cytosine base editor (DdCBE), which catalyses site-specific C:G to T:A conversions in mtDNA. DdCBE is based on an adapted toxin DddA_tox_ derived from *Burkholderia cenocepacia* (separated non-toxic halves fused to TALE proteins), which is targeted to the mitochondrial matrix to catalyse deamination of cytidines within double-stranded DNA at a sequence determined by TALE design in vitro and in vivo^16^. The initial DdCBEs deaminate cytidines in the TC:GA sequence context leading to a TC:GA > TT:AA^16^. Very recently, engineered zinc finger-based mitochondrial deaminases have also been developed^17^ and the strict TC sequence-context constraint of DddA_tox_ was expanded to offer a broadened HC (H = A, C or T) sequence compatibility^18^.

Recent reports on the use of DdCBE in plants showed relatively high efficiency of editing of plant mitochondrial and plastid genomes, but a substantial burden of off-target edits was also observed^19–21^. A proof-of-concept of successful installation of mtDNA edits in animals in vivo has recently been provided, by delivering DdCBE-coding nucleic acids into embryos in mice^22,23^, rats^24^ and zebrafish^23^, and by adeno-associated virus–mediated delivery into post-mitotic tissues in mice^25^. However, off-target mutations in the mitochondrial genomes have been observed and none of these animals have shown high mtDNA editing levels (heteroplasmy, let alone homoplasmy), raising some concerns about the specificity and efficacy of DdCBEs for in vivo use.

Here we report a library of improved mitochondrial base editors (MitoKO) for systematic and comprehensive investigations of mtDNA-related pathways. MitoKO provides an easy access solution for researchers who require the ablation of mtDNA-encoded protein-coding genes in the mouse. The MitoKO library can be applied to study fundamental processes occurring in mitochondria and their impact on organismal homoeostasis, and to generate novel, clinically meaningful in vivo models of mtDNA dysfunction for drug discovery and pre-clinical investigations.

## Results

### Design of MitoKO DdCBE constructs

We set out to generate the MitoKO—a library of highly specific DdCBEs to knock out (KO) every protein-coding gene of mouse mtDNA through the introduction of premature stop codons. For each open reading frame (ORF), we designed eight DdCBE pairs containing TALE domains binding the mtDNA light (L) or heavy (H) strands (DdCBE-L1 and DdCBE-L2 or DdCBE-H1 and DdCBE-H2, respectively) and different combinations of the 1333 DddA_tox_ split (1333 N or 1333 C) targeting a 14–20-bp-long sequence in the mitochondrial ORFs (Fig. 1a and Extended Data Fig. 1a,b). For all mtDNA-encoded mouse ORFs, except *MT-Nd4l*, we intended to change Trp codons TGA into TAA STOP codons by deaminating the C on the opposite (non-coding) strand (5′ TCA > 5′ TTA; edited C underlined) (Fig. 1b). 

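In the reference mouse mtDNA (GRCm38, chromosome M, 16299 bp, positions counted from its first base), 12 of the 13 target codons read TGA, which mitochondrial ribosomes decode as Trp, and all 13 become TAA after editing. In 11 genes the edited C lies on the strand complementary to the reference sequence, so the change appears in the reference as G to A. For Nd6, encoded by the other strand, the change appears as C13814T. A T precedes the edited C in these 12 genes, the sequence context that the deaminase prefers. The mtDNA holds 5989 C:G pairs, of which 1747 (29.2%) have a T before the C. For the 4 constructs carried forward, the substitutions are G9526A in Nd3 (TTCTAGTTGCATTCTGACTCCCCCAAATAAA, with the edited base in the middle), G14374A in Cytb (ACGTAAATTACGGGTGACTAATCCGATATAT), G7323A in CoII (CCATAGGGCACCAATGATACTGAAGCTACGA) and G8069A in Atp6 (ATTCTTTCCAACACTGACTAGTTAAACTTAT). The others are G3007A in Nd1, G4002A in Nd2, G10213A in Nd4, G11944A in Nd5, G5344A in CoI, G9043A in CoIII and G7791A in Atp8.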

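Nd4l encodes a small subunit of the membrane arm of complex I and has no TGA codon among its targets. Its 2 target bases lie next to each other at positions 10146 and 10147 of the reference mtDNA (GRCm38), in the sequence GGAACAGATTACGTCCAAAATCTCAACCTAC centred on the second of them. C10146T leaves the amino acid of codon 90 unchanged, and C10147T turns codon 91 into a stop. The C at 10146 follows a T, whereas the C at 10147 follows that first C. In the 14-d samples of NIH/3T3 cells transfected with the lead pair, 2 on-target values are given. The average editing was 50.7% ± 0.50 (SD, n = 3) for the first and 48.2% ± 0.47 (SD, n = 3) for the second. The headers do not state which of the 2 bases each value belongs to.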

In the case of *MT-Nd4l*, we changed a coding sequence for Val90 and Gln91 (GTC CAA) into Val and STOP (GTT-TAA; edited Cs underlined) by deaminating two consecutive Cs on the coding strand (Fig. 1c). These designs led to a collection of truncating mutations as early as at the 6th amino acid-coding codon *(MT-CoI*) and not later than the 146th amino acid-coding codon (*MT-CoIII*) (Fig. 2a,b).

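The place of the new stop codon, as the share of codons translated before it, differed between the 13 genes of the reference mtDNA. Translation would end after 0.971% of the codons of CoI, after 3.27% in Nd4 and after 8.38% in Nd2. Nd5 (11.0%), Atp8 (11.8%) and Nd3 (19.0%) are also cut early. Only in CoIII (55.6%) and Nd4l (90.9%) does it lie beyond the middle. The median over the 13 genes is 19.9%.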

**Fig. 1:**
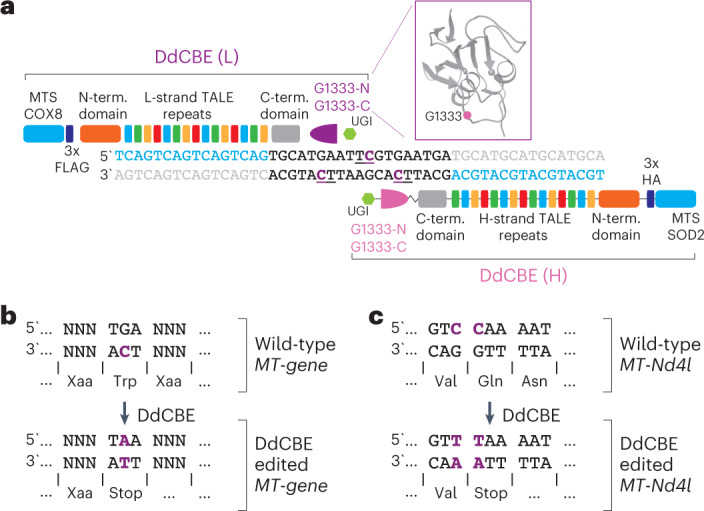
MitoKO DdCBE library design strategy. **a**, The architecture of DdCBE monomers used to generate the mitoKO library targeting each protein-coding gene of the mouse mtDNA. The mtDNA specificity is provided by programmable TALE domains. In each experiment, the DddA_tox_ G1333 split (purple) was tested in both orientations to achieve editing of the desired ‘TC’ sites. The MTS were from human superoxide dismutase 2 (SOD2) or cytochrome C oxidase subunit 8 (COX8). UGI, uracil glycosylase inhibitor. L-strand or (L), light mtDNA strand. H-strand or (H), heavy mtDNA strand. **b**, The strategy employed to ablate the 12 out of 13 mtDNA protein-encoded genes (*Nd1, Nd2, Nd3, Nd4, Nd5, Nd6, Cytb, CoI, CoII, CoIII, Atp6* and *Atp8*) by introducing a premature stop codon with base editing. In the vertebrate mitochondrial genetic code, the TGA codon encodes tryptophan (Trp). Transition of the cytosine (C) in the opposite strand to a thymine (T) (in purple) using base editing leads to a premature TAA stop codon. **c**, The strategy employed to knock out the mtDNA protein-encoded gene *Nd4l*, by introducing a premature stop codon with base editing. Transition of the cytosine (C) in a CAA codon encoding glutamine (Gln) to a thymine (T) (in purple) using base editing leads to a premature TAA stop codon, thereby silencing the *Nd4l* gene. In this site, base editing can potentially edit the adjacent C of a GTC codon encoding valine (Val). However, the resulting GTT codon also encodes valine leading to a silent mutation.

**Fig. 2:**
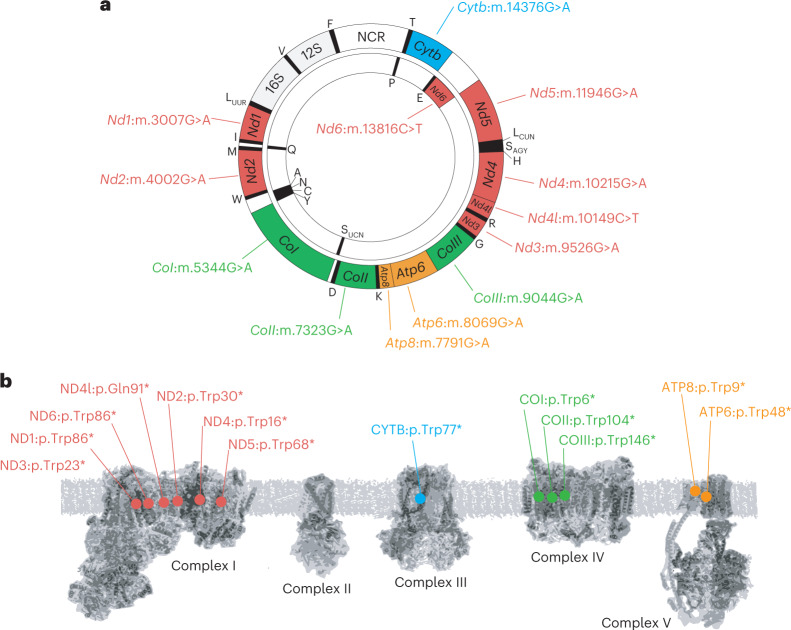
Target sites of the MitoKO DdCBE library. **a**, Genetic map of mouse mtDNA indicating the position of DdCBE-introduced STOP mutations. **b**, Schematic representation of the OXPHOS system indicating the positions of protein truncation.

### Screening MitoKO DdCBE pairs

We screened the MitoKO designs using transient high-level expression of DdCBEs. To this end, DdCBEs were cloned into vectors that co-express fluorescent marker proteins (mCherry or GFP) enabling fluorescence-activated cell sorting (FACS) of transiently transfected cells (Extended Data Fig. 1c). In the initial screen, we intended to optimize the 1333 DddA_tox_ split orientation. We tested MitoKO DdCBEs with the N-terminal part of the 1333 DddA_tox_ split (1333 N) linked either with L-strand-binding TALEs (DdCBE-L1 or DdCBE-L2) or H-strand-binding TALEs (DdCBE-H1 or DdCBE-H2) in combination with the C-terminal part of the 1333 DddA_tox_ split (1333 C) linked with pairing/matching TALE constructs (Fig. 3a and Extended Data Fig. 1a,b). We transfected these constructs into NIH/3T3 mouse cells, which were subjected to FACS at 24 h post-transfection to enrich the population of cells expressing the designated MitoKO DdCBEs. After FACS, we seeded the transfectants for continued culture and collected them at 7 d post-transfection for mtDNA heteroplasmy analyses (Extended Data Fig. 1c). The 1333 DddA_tox_ split orientation screen revealed that linking 1333 C with L-strand binding TALEs led to the expected C editing of the TGA Trp codon on the opposite non-coding H-strand for *Nd1, Nd2, Nd3, Nd4, Nd5, Cytb, CoI, CoII, CoIII*, *Atp6* and *Atp8* (Fig. 3b and Extended Data Fig. 1a,b). For *Nd6*, which is encoded by the H-strand, the opposite was observed—linking 1333 C with H-strand binding TALEs led to the expected C editing of the TGA Trp codon on the opposite non-coding L-strand (Fig. 3b). Finally, for *Nd4l* (expected edits: GTC CAA > GTT TAA; edited C underlined), linking 1333 C with H-strand binding TALEs also led to higher on-target editing levels (Fig. 3b). Having established the favourable DddA_tox_ 1333 split orientation, we set out to optimize the position of TALE domain binding for each DdCBE pair combined with scoring off-target effects (Fig. 3c). 

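In this screen, mtDNA of NIH/3T3 cells, a mouse embryonic fibroblast line, was sequenced at 7 d after transfection with 52 DdCBE pairs, 4 for each of the 13 genes, and with empty vectors in 2 samples. Each pair was measured in a single sample, without replicates. The authors amplified the mtDNA as long-range PCR products, made Nextera XT libraries and sequenced them in 3 MiSeq runs, here named MS1 (16 pairs), MS2 (24 pairs) and MS3 (12 pairs). They aligned the reads to GRCm38 chromosome M and counted bases with samtools and VarScan. Their table gives, per sample, the percentage of C-to-T editing at the target, the average percentage of C:G-to-T:A changes over the mtDNA and the mean coverage. These percentages were used as given, without a filter. Mean coverage was 92.6 to 18082 per sample, with a median of 1034, and only Nd4l pair 9 was below 100. The depth at the target itself is unknown, so no confidence interval is given. Editing at the target had a median of 74.5% over the 52 pairs, and 41 pairs exceeded 50%. CoI and Atp6, subunits of complexes IV and V, were edited well by all 4 of their pairs, at 81.2% to 93.6% and 84.1% to 92.5%, and had the highest gene means (87.7% and 87.6%). The highest values were those of CoI pairs 70 (93.6%) and 44 (92.7%) and of Atp6 pair 76 (92.5%). The lowest were those of CoIII pair 48 (17.6%), Nd4 pair 34 (24.1%) and CoII pair 45 (32.1%). The widest range among the 4 pairs of a gene was that of CoIII, from 17.6% to 82.8%, in single samples from 2 runs.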

The score used to assess off-targets introduced a penalty score for mtDNA off-targets with heteroplasmy greater than 5% (Supplementary Dataset 1). This analysis led to the selection of lead pairs for each of the mtDNA-encoded ORFs (Fig. 3d, arrow heads). 

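The average C:G-to-T:A editing over the mtDNA ranged from 0.142% (Nd3 pair 31) to 0.995% (Nd5 pair 63) among the 52 pairs, with a median of 0.3003%. Every pair of the runs that held an empty vector lay above it: all 16 pairs of MS1 above 0.0616% and all 24 pairs of MS2 above 0.121%, by a median of 4.35-fold and 2.35-fold. Run MS3 held no empty vector. After Nd5 pair 63, the highest averages belonged to Nd1 pairs 54 (0.653%) and 53 (0.599%). By the paper's score, which weights strong off-targets and divides by the square of the on-target value, the worst pairs were instead CoIII pair 48 (the paper's score is 8.45), Nd4 pair 59 (6.03) and Nd5 pair 63 (4.04). On-target and average off-target editing were only weakly related across the 52 pairs, with a Pearson r of 0.156 (p = 0.27) and a Spearman rho of 0.186 (p = 0.19; two-sided permutation tests), and r was 0.119 without the 2 pairs farthest from the median on-target value. Within the runs, r was 0.465 in MS1 (p = 0.067, n = 16), 0.151 in MS2 (p = 0.48, n = 24) and 0.326 in MS3 (p = 0.34, n = 12; permutation tests). The relation was 1 of 5 computed over all experiments and had an adjusted p of 0.38.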

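The pairs carried into the 14-d experiment had the lowest off-target score of their gene in 11 of 13 genes. The exceptions were Nd6, whose pair 66 ranked 3 of 4, and Atp6, whose pair 50 (the paper's score is 0.141) came close behind pair 76 (0.137). By on-target editing alone, the lead pair ranked first in 3 of 13 genes, and by the average off-target percentage in 5 of 13. The 13 lead pairs and the 39 others had nearly equal median on-target editing (74.4% and 74.5%), and their median off-target averages were 0.271% and 0.316%. The leads with the lowest scores were those of Nd3 (the paper's score is 0.0210), Nd2 (0.0211), CoII (0.0231) and Atp8 (0.0330). In these, on-target editing was 68.4%, 61.5%, 70.9% and 83.2%. The paper selected the final pairs on high on-target efficiency together with a low score.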

The on-target activity of the lead MitoKO DdCBE pairs ranged between ~40% and ~70% (Fig. 3e), which was higher than the originally reported DdCBEs, which ranged between ~5 and ~50%^16^. This higher editing efficacy could be explained by differences in DdCBE construct selection strategies (antibiotic vs FACS) or in cell type used (human HEK293 vs mouse NIH/3T3, which can substantially differ, for example, in terms of mitochondrial import or mtDNA base excision repair efficiencies). 

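The lead pairs were expressed from 2 plasmids in NIH/3T3 cells, and mtDNA was sequenced at 14 d in 3 samples for each of the 13 constructs and 3 with empty vectors, 42 in all, in a single NovaSeq run, here named NS1. One figure legend calls the 3 samples technical replicates and another biological ones. Library preparation, alignment and the units of the table were those of the screen, and the mean coverage per sample was 2561 to 96891, with a median of 68032. Means and SDs were computed from the percentages as given.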

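Editing was highest for subunits of complexes IV and V, with CoIII at 74.0% ± 0.14, CoI at 71.8% ± 0.14, Atp6 at 69.7% ± 0.18, CoII at 66.4% ± 0.12 and Atp8 at 65.3% ± 0.33 (SD, n = 3 each). The complex III subunit Cytb reached 64.5% ± 0.21. Among the subunits of complex I, Nd3 (63.3% ± 0.20) and Nd1 (60.4% ± 0.10) were followed by Nd2 (56.3% ± 0.41), Nd4l (50.7% ± 0.50), Nd5 (49.2% ± 0.84), Nd4 (48.6% ± 1.5) and Nd6 (38.3% ± 0.22). The median of the 13 means was 63.3%. All 13 constructs were lower at 14 d than the same pair at 7 d in the screen (exact sign test, two-sided, p = 0.00024), with a median change of -9.65 percentage points, from -4.50 in CoII to -27.2 in Nd4l. The 2 time points came from different sequencing runs. The order of the constructs was largely kept between them (Pearson r = 0.846, p = 0.00033, Spearman rho = 0.830, p = 0.00085, permutation tests over 13 constructs, adjusted p of r over 5 relations 0.0016; r = 0.692 without Nd5 and Nd6, the 2 farthest from the median). From these levels the paper reasons that its pairs edit more than the DdCBEs first reported.

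**Figure D1:**
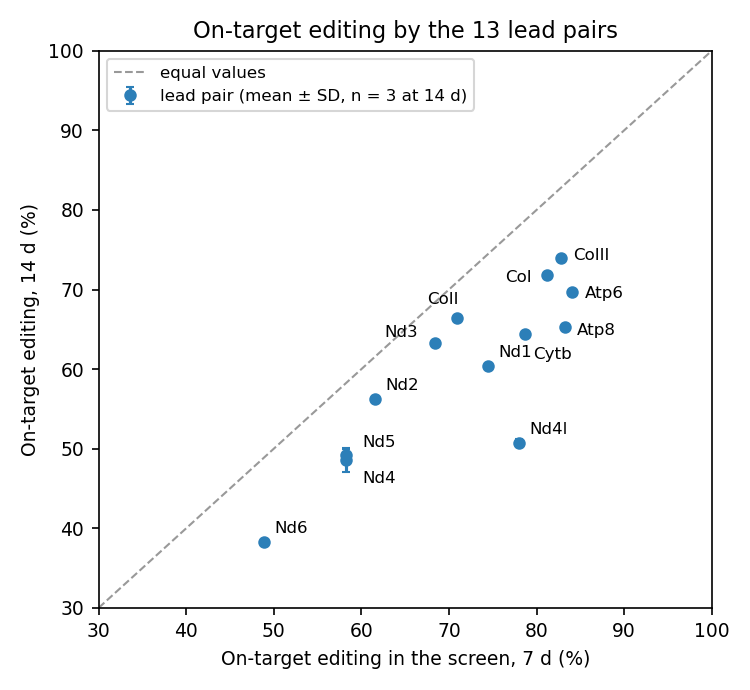
On-target editing (%) by the 13 lead pairs at 7 d in the screen (1 sample each, x axis) and at 14 d (mean and SD of 3 samples, y axis). All 13 points lie below the dashed line of equal values, and the points span 38.3% to 74.0% at 14 d.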

Taken together, we have generated a library of 13 DdCBEs capable of introducing high levels of premature stop codons into the ORFs of mouse mtDNA, therefore, knocking out each of the mtDNA-encoded protein-coding genes.

**Fig. 3:**
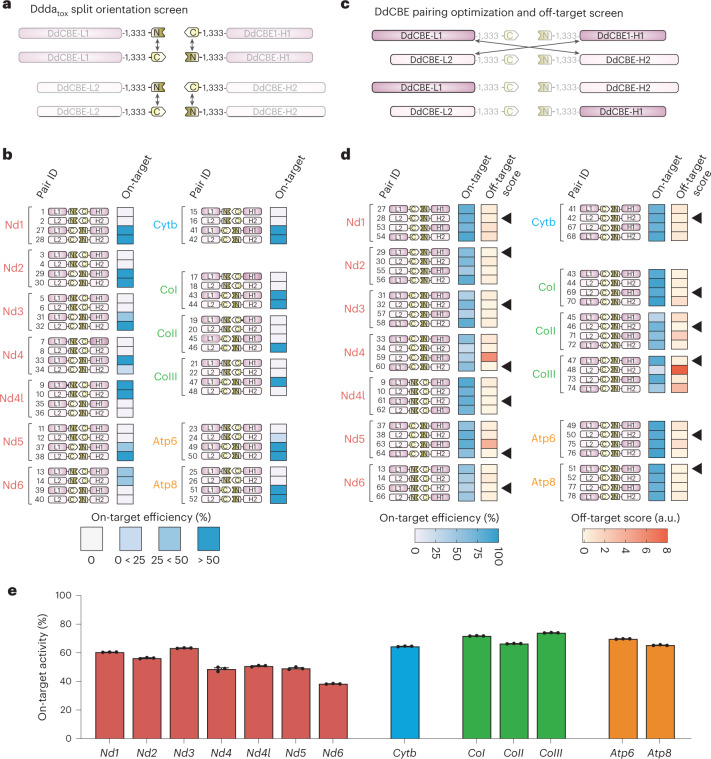
Selection screening of DdCBEs for MitoKO library generation. **a**, Schematic of the first screening for the optimization of DddA_tox_ G1333 split orientation. In this screen, DdCBEs were generated by pairing TALEs L1 with H1 and L2 with H2 (Extended Data Fig. 1), testing the N-terminal fragment of DddA_tox_ G1333 linked to L1 or L2 and the C-terminal part linked to H1 or H2, and the reciprocal orientation, with the C terminal of DddA_tox_ G1333 linked to L1 or L2 and the N terminal linked to H1 or H2. **b**, In vitro on-target editing efficiency in cells after transient expression with the indicated MitoKO DdCBE pairs (Pair ID). The schematics represent the DdCBE pair combinations and which DddA_tox_ G1333 split orientation was used. On-target efficiency was analysed by Sanger sequencing. Note the impact of split orientation on the on-target efficiency. **c**, Schematic of the second screening for the optimization of DdCBE pairings and off-target analysis. In this screen, DdCBEs with the most efficient DddA_tox_ G1333 split orientation (from screen 1; **b**,**c**) were tested with additional pairings: TALEs L1 with H2 and L2 with H1. **d**, In vitro on-target editing efficiency and off-target scores in NIH/3T3 cells after transient expression with the indicated DdCBE pairs from the MitoKO library (Pair ID). The schematics represent the DdCBE pair combinations and which DddA_tox_ G1333 split orientation was used. On-target efficiency and off-targets were analysed by next-generation sequencing (NGS). The final MitoKO DdCBEs (indicated with black arrows) were selected on the basis of high on-target efficiency and low off-target score (less mtDNA-wide off-targets). Source data are provided as a Source Data file. **e**, On-target editing by the lead MitoKO DdCBE pairs from 14 d after transfection measured by NGS. Bars and error bars represent mean ± s.e.m. (*n* = 3 technical replicates). Source data

### Generation of near-homoplasmic mtDNA knockouts by iterative application of MitoKO constructs

Next, we set out to generate high levels of truncating mutations in all mtDNA-encoded ORFs by repeated MitoKO treatments. To this end, we performed several sequential rounds of transfection and recovery, consisting of MitoKO construct delivery and selection of transfectants by FACS at 24 h, followed by a 14 d recovery period, at which point heteroplasmy was measured and cells were re-transfected (Fig. 4a,b). Beginning with wild-type (WT) NIH/3T3 cells and using four iterative cycles of transfection and recovery, this approach was capable of producing effectively homoplasmic cells harbouring premature STOP codons in each of the mouse mtDNA-encoded protein-coding genes (Extended Data Fig. 2). To substantiate the genetic data showing complete knockout of the mtDNA-encoded ORFs, we assessed mitochondrial translation of each of the 13 mtDNA-encoded polypeptides by incorporating radioactively labelled methionine upon inhibition of cytoplasmic protein synthesis. This analysis revealed that the mitochondrial de novo protein synthesis rate was markedly decreased for the genes harbouring a MitoKO-introduced STOP mutation, supporting precise installation of the gene-disrupting edits (Fig. 4c and Extended Data Fig. 3a). As specific bands for Nd4l, Nd5, Nd6, CoIII and Atp8 are not easily identifiable in the de novo protein synthesis assay, we examined whether their genetic ablation results in perturbation of steady-state levels of the corresponding OXPHOS complexes using blue-native gel electrophoresis (BNGE) (the reduction of mtDNA-encoded core subunits of OXPHOS complexes generally leads to their aberrant assembly and/or instability^26^). This analysis showed substantially reduced levels of complex I in *Nd4l*, *Nd5* and *Nd6* knockouts, complex III in *CoIII* knockout and complex V in *Atp8*-ablated cells (Extended Data Fig. 3b). Consistent with this, basal oxygen consumption rates were significantly reduced in all 13 mtDNA knockout cell lines, except for the *Nd4* KO line, for which oxygen consumption rates were lower although without statistical significance (Extended Data Fig. 4a). Also, the growth of these 13 mtDNA knockout cell lines on galactose-containing medium, which forces the cells to rely on OXPHOS to produce ATP, was severely compromised (Extended Data Fig. 4b,c). Interestingly, continuous culture of MitoKO cell lines on galactose-containing medium for more than 7 d led to a partial loss of the damaging nonsense mutations (Extended Data Fig. 4d). Taken together, these results demonstrate that sequential short-term MitoKO DdCBE treatments could achieve near-complete knockouts of mtDNA proteins, thus enabling systematic interrogation of the mouse OXPHOS system using reverse genetics.

**Fig. 4:**
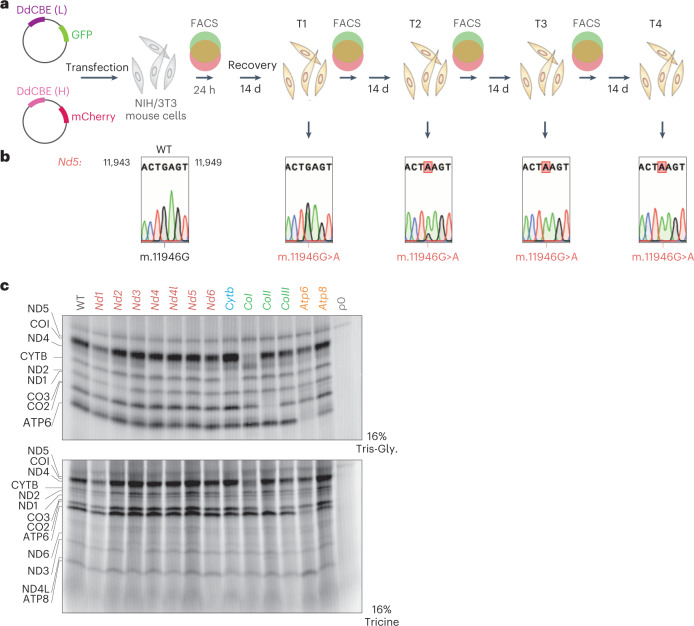
Near-homoplasmic mtDNA editing using the MitoKO library. **a**, Schematic of the general workflow for evaluation of the four iterative transfection and recovery cycles (T1–T4) of MitoKO pairings (for further details, see Extended Data Fig. 1c). **b**, Sanger sequencing of the *Nd5* editing site upon iterative cycles of expression and recovery (for the remaining mtDNA genes, see Extended Data Fig. 2). **c**, Mitochondrial de novo protein synthesis in the NIH/3T3 cells that underwent four rounds of MitotKO DdCBE treatment, assessed by ^35^S-methionine metabolic labelling. WT and mtDNA-less Rho-0 cells (p0) were used as controls. The mtDNA-encoded products were resolved in two gel systems (16% Tris-Gly and 16% Tricine). For densitometric quantification, see Extended Data Fig. 3a. Source data

### Limiting off-target mutagenesis with improved MitoKO architectures

We then focused on assessing and optimizing the precision of the MitoKO, with the aim of bringing the off-target mutagenesis to background levels found in wild-type cells. To compare mtDNA-wide off-targeting of the MitoKO DdCBEs with the previously published mitochondrial cytosine base editors^16^, we re-analysed mtDNA from the WT NIH/3T3 cells and cells transfected with MitoKO DdCBEs (14 d post-transfection). Wild-type cells were used as a control to distinguish MitoKO DdCBE-induced C:G-to-T:A single-nucleotide variants (SNVs) from natural background heteroplasmy, which was at 0.02%. 

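In NIH/3T3 cells with empty vectors, the average C:G-to-T:A change over the mtDNA at 14 d was 0.0238% ± 0.00028 (SD, n = 3). Each of the 13 constructs lay above all 3 of these samples in all of its own samples (exact permutation test, two-sided, p = 0.10 for each construct, the smallest that 3 against 3 allow). The highest averages were those of 4 subunits of complexes IV and V: CoIII 0.289% ± 0.0050 (12.1-fold over the empty vector), Atp6 0.203% ± 0.0045 (8.51-fold), CoII 0.174% ± 0.00092 (7.30-fold) and CoI 0.165% ± 0.0044 (6.91-fold). Nd1 (6.57-fold), Atp8 (5.77-fold), Cytb (5.31-fold), Nd4 (4.66-fold) and Nd3 (4.54-fold) lay between. The lowest were Nd5 (3.63-fold), Nd6 (3.47-fold), Nd4l (3.30-fold) and Nd2, at 0.0714% ± 0.0018 (2.99-fold). The median over the 13 constructs was 5.31-fold. Over the mean of the empty vectors of all transient experiments, an alternative set before the data were examined, the median was 1.15-fold (exact sign test, two-sided, p = 0.58), and Nd2 (0.646), Nd3 (0.980), Nd4l (0.713), Nd5 (0.782) and Nd6 (0.750) lay below 1; this reference carries the background of other runs.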

The average frequencies of mtDNA-wide off-target C:G-to-T:A editing by MitoKO DdCBEs were between ~3.5 to ~14.5-fold higher (0.065–0.29%) than background heteroplasmy frequency for the control (Extended Data Fig. 5a,b). While for many MitoKO constructs the mtDNA-wide off-target frequencies were well within the range of ‘precise’ DdCBEs (0.04–0.15%)^16^, for some of them the off-targets were higher than the values observed for the originally reported DdCBEs editing mtDNA in human HEK293T cells^16^. Furthermore, there was a positive correlation between on-target and off-target mtDNA editing, with increased levels of STOP mutants being accompanied by higher levels of C:G-to-T:A SNVs (Extended Data Fig. 5c). 

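The constructs with more on-target editing at 14 d also had more average off-target editing over the mtDNA. Across the 13 constructs, Pearson r was 0.774 (p = 0.0018) and Spearman rho 0.830 (p = 0.00065; two-sided permutation tests; adjusted p of r over 5 relations 0.0045). Without Nd4 and Nd6, the 2 constructs farthest from the median on-target value, r was 0.831 (p = 0.0011, permutation test, n = 11). CoIII stood highest on both measures, with 74.0% on target and 0.289% off target, and Nd6 lowest on target, with 38.3% and 0.0828%. Constructs with like on-target editing still differed: Nd1 and Nd3, at 60.4% and 63.3%, had average off-target editing of 0.157% ± 0.0099 and 0.108% ± 0.0030 (SD, n = 3 each). All of these samples came from a single sequencing run. From this relation the paper takes as a hypothesis that lower expression of the DdCBEs would improve the ratio of on-target to off-target editing.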

Given the latter, we hypothesized that reducing DdCBE expression levels would lead to an improved on-target/off-target ratio. Therefore, we sought to engineer new DdCBE architectures to exercise greater control over protein expression levels. To this end, we considered three approaches: (1) The inclusion of an engineered hammerhead ribozyme (HHR) into the 3′ untranslated region (UTR) of MitoKO DdCBE messenger RNA to constitutively cleave coding mRNA, leading to a poly(A)-free 3′ end that is susceptible to degradation, hence greatly reducing protein expression^27^ (Fig. 5a). (2) Linking the MitoKO DdCBE monomer coding sequences with the T2A element, therefore greatly reducing the mitochondrial concentration of the downstream monomer^28^ (Fig. 5b). (3) Combining the HHR and T2A approaches (Fig. 5). Our previous studies showed that the inclusion of HHR 3′K19 element^27^ into the 3′ UTR of engineered mitochondrially-targeted zinc finger nucleases led to the reduction of their expression (Fig. 5a) and a consequent decrease in nuclease off-targeting^29^. We included 3′K19 HHR between the DdCBE ORF stop codon and the bovine growth hormone (BGH) poly(A) site of four MitoKO constructs, targeting subunits of each OXPHOS complex that contains mtDNA-encoded components (complex I, *Nd3*; complex III, *Cytb*; complex IV, *CoII*; complex V, *Atp6*) (Fig. 5a,c). 

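For these architectures, mtDNA of NIH/3T3 cells was sequenced in 3 samples per construct for Nd3, Cytb, CoII and Atp6 in each of 4 formats. The labels of the 2-plasmid-HHR, Tandem and Tandem-HHR samples state 7 d after transfection, whereas Fig. 5c draws a recovery of 14 d; the 2-plasmid samples are those of the 14-d experiment. Each experiment had 3 empty-vector samples of its own, except Tandem-HHR, which was set against the empty Tandem vector. The sequencing run differed with the format: 2-plasmid in the NovaSeq run NS1, 2-plasmid-HHR in the MiSeq run MS4, and both Tandem formats in the MiSeq run MS5. Mean coverage was 1734 to 19446 in the 2-plasmid-HHR samples (median 13982), 148 to 795 in the Tandem samples (median 363) and 265 to 7117 in the Tandem-HHR samples (median 324). The average off-target percentage of the empty vectors was 0.0238% ± 0.00028 in NS1, 0.151% ± 0.017 in MS4 and 0.157% ± 0.0033 in MS5 (SD, n = 3 each). As in the paper, off-target editing was divided by the mean of the empty vector of the same experiment. Formats were compared by an exact permutation test within the 4 constructs (160000 splits, two-sided), adjusted over the 6 pairs of formats. For folds, these tests took the empty-vector means as fixed, so the spread of the empty vectors is not in p. Format and run cannot be told apart in these comparisons, except between Tandem and Tandem-HHR. By the labels, the day also goes with the format in each comparison with 2-plasmid. Samples with the same replicate number deviated together on target over the 4 constructs in the 2-plasmid-HHR, Tandem and Tandem-HHR formats (exact permutation p = 0.0093, 0.032 and 0.023), so the 12 samples of a format are not fully independent. With the set of a replicate number as the unit, a choice made after the data were seen, each comparison is 3 against 3 and p cannot go below 0.10.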

We delivered these constructs with improved DdCBE architecture as separate plasmids into WT NIH/3T3 cells, selected the transformants by FACS and assessed their on- and off-target performance (Fig. 5c, left, 2-plasmid or 2-plasmid-HHR). The HHR-equipped MitoKO DdCBEs showed greatly reduced off-targeting, as assessed by analysing mtDNA-wide C:G-to-T:A SNVs (Fig. 5c, Extended Data Fig. 6 and Supplementary Dataset 2), with the mtDNA off-targeting for *Nd3* and *Cytb* MitoKO constructs being comparable to that of the WT control, and mtDNA off-targeting for *CoII* and *Atp6* being only ~1.5-fold higher than that of the control (Fig. 5c, 2-plasmid-HHR). 

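With the ribozyme, average off-target editing over the empty vector was 1.12-fold ± 0.056 for Nd3, 1.34-fold ± 0.11 for Cytb, 1.67-fold ± 0.10 for CoII and 1.64-fold ± 0.064 for Atp6 (SD, n = 3 each). The same constructs without it stood at 4.54-fold, 5.31-fold, 7.30-fold and 8.51-fold. The mean over the 4 constructs was 1.44-fold against 6.42-fold, lower in 4 of 4 (exact permutation test, p = 1.25e-05, the smallest it can give, adjusted p = 1.9e-05). Set on the empty vector of the ribozyme format, the mean 2-plasmid excess in percentage points would give 1.86-fold. Part of the lower fold therefore comes from the higher empty-vector value, and the test of the fold does not separate it. Against the empty vector itself, the 12 ribozyme samples averaged 0.217% and the 3 empty-vector samples 0.151%, with 10 of the 12 above all 3 (exact permutation test, p = 0.0088, adjusted p over 4 formats 0.015; p = 0.11 without replicate number 1 and 0.089 without number 2). Only 1 of the 3 Nd3 samples lay above all empty-vector samples, and all 3 did for Cytb, CoII and Atp6. Off-target editing above the empty vector was 0.0173, 0.0512, 0.101 and 0.0970 percentage points for Nd3, Cytb, CoII and Atp6, which is 20.5%, 49.9%, 67.4% and 54.2% of that of the 2-plasmid format. Divided by the mean of all the empty vectors instead of its own, the ribozyme format exceeds the 2-plasmid format, and the difference 2-plasmid minus 2-plasmid-HHR becomes -0.583-fold.

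**Figure D2:**
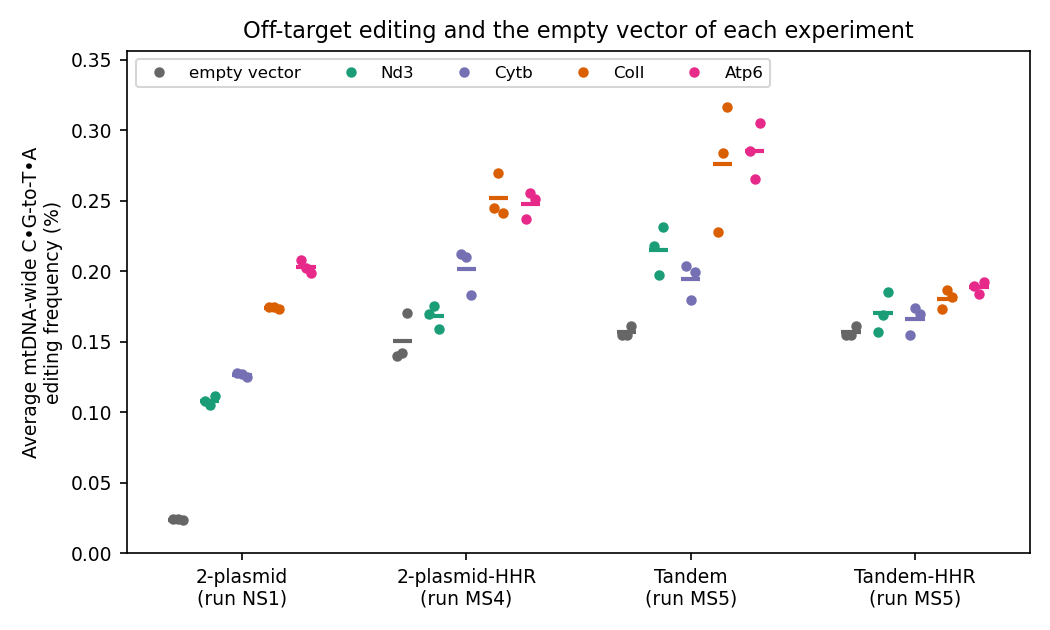
Average mtDNA-wide C:G-to-T:A editing (%, y axis) in each sample of the empty vectors and of the Nd3, Cytb, CoII and Atp6 constructs, by format and sequencing run; bars are means of 3 samples, and Tandem and Tandem-HHR share 1 set of empty vectors. The empty vectors average 0.0238%, 0.151% and 0.157%, and the Tandem-HHR samples lie closest to their own.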

Next, we used the T2A sequence to tandemly link the ORFs coding for the MitoKO DdCBE monomers ablating *Nd3*, *Cytb, CoII* and *Atp6*, delivered these constructs on single plasmids into WT NIH/3T3 cells, selected the transformants by FACS (mCherry selection) and assessed their mitochondrial on- and off-target performance (Fig. 5c, left, Tandem). This tandem architecture also yielded a substantial reduction in off-targeting as scored by assessing mtDNA-wide C:G-to-T:A SNVs. 

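Linked by T2A on a single plasmid, the constructs had average off-target editing of 1.37-fold ± 0.11 over the empty vector for Nd3, 1.24-fold ± 0.084 for Cytb, 1.76-fold ± 0.29 for CoII and 1.82-fold ± 0.13 for Atp6 (SD, n = 3 each). Each of the 12 samples lay above all 3 empty-vector samples (0.243% against 0.157% on average, exact permutation test, p = 0.011, adjusted p over 4 formats 0.015). The mean fold over the 4 constructs was 1.55, against 6.42 for the 2-plasmid format (exact permutation test, p = 1.25e-05, adjusted p = 1.9e-05) and 1.44 for the 2-plasmid-HHR format (p = 0.096, adjusted p = 0.096, exact permutation test). Set on the empty Tandem vector, the mean 2-plasmid excess in percentage points would give 1.82-fold, so part of the lower fold comes from the higher empty-vector value. The difference 2-plasmid-HHR minus Tandem is -0.202 to -0.169 without replicate numbers 2 or 1 (p = 0.031 and 0.032) and 0.0732 without number 3 (p = 0.31, exact permutation tests). In percentage points above the empty vector, Nd3 kept 69.2%, Cytb 36.3%, CoII 79.4% and Atp6 71.6% of the off-target editing of their 2-plasmid format. On-target editing was 36.6% ± 7.1, 38.1% ± 7.2, 44.2% ± 11 and 50.5% ± 11. Over the 4 constructs, a mean of 64.1% of the excess was kept, while mean on-target editing was 42.3%, against 66.0% in the 2-plasmid format. The excess per percent on target, a measure added after the data were seen, was close to that of the 2-plasmid format. Divided by the mean of all the empty vectors, the difference 2-plasmid minus Tandem becomes -0.813-fold and 2-plasmid-HHR minus Tandem -0.230-fold (p = 0.014, exact permutation test).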

The off-targets for *Nd3*, *Cytb* and *Atp6* were virtually indistinguishable from those of the control, while the *CoII* construct off-targeting was ~1.5-fold higher than for WT NIH/3T3 cells (Fig. 5c, Extended Data Fig. 6 and Supplementary Dataset 2, Tandem). Finally, WT NIH/3T3 cells were transfected with the T2A-linked and HHR-equipped *Nd3*, *Cytb, CoII* and *Atp6* MitoKO constructs, followed by FACS and mtDNA-wide C:G-to-T:A off-target SNV assessment (Fig. 5c, left, Tandem-HHR). The combination of the T2A and HHR architectures led to further reduction in mtDNA off-targeting for all analysed constructs, with the average C:G-to-T:A off-target SNVs being at the level of WT NIH/3T3 cells (Fig. 5c, Extended Data Fig. 6 and Supplementary Dataset 2, Tandem-HHR).

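In this format, Nd3 stood at 1.09-fold ± 0.091, Cytb at 1.06-fold ± 0.062, CoII at 1.150-fold ± 0.042 and Atp6 at 1.20-fold ± 0.029 over the empty vector (SD, n = 3 each). Off-target editing was lower than with the Tandem format alone in 4 of 4 constructs (mean fold 1.12 against 1.55, exact permutation test, p = 1.25e-05, adjusted p = 1.9e-05), and both came from the same sequencing run. It was also below the 2-plasmid-HHR format, from another run, in 4 of 4 constructs, with no overlap of samples in 3 of them (p = 0.00011, adjusted p = 0.00014, exact permutation test). The 12 samples averaged 0.176% and the 3 empty-vector samples 0.157%, with 10 of the 12 above all 3 (exact permutation test, p = 0.022, adjusted p over 4 formats 0.022; p = 0.18 without replicate number 2 and 0.11 without number 3). The 2 samples within the range of the empty vector belonged to Nd3 and Cytb. For the 4 constructs, 15.9%, 8.87%, 15.6% and 17.6% of the off-target editing of the 2-plasmid format remained, in percentage points above the empty vector. From its own values the paper concludes that the combined format brings average off-target editing to the level of WT cells.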

**Fig. 5:**
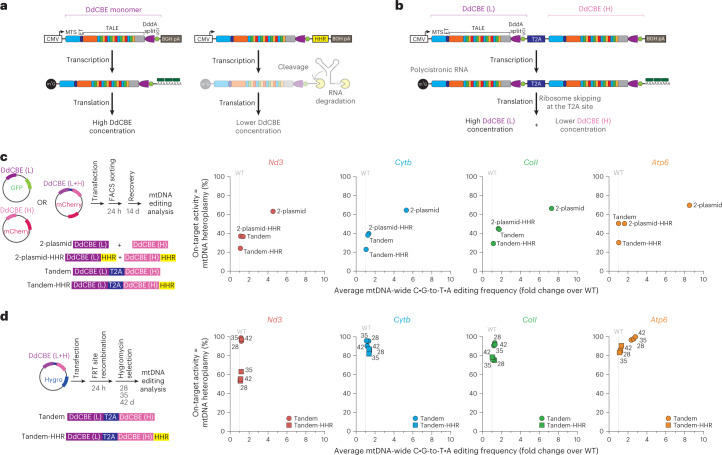
Optimization of MitoKO constructs by limiting off-target mutagenesis. **a**, Schematic of MitoKO transgene (DdCBE monomer) without (left) or with the HHR incorporated (right). After transcription, the mRNA encoding DdCBE is constitutively degraded following HHR cleavage, resulting in substantially lower quantities of translated protein. ET, epitope tag; BGH pA, bovine growth hormone polyadenylation signal. Other symbols/abbreviations as in (Fig. 1a.) or defined in text. **b**, Schematic of MitoKO transgenes (DdCBE (L) and DdCBE (H)) linked by the T2A ribosome skipping sequence. Expression of the DdCBE in the tandem T2A-linked arrangements leads to lower concentrations of the downstream monomer in the mitochondrial matrix. **c**, Left: schematic of the general workflow for the on/off-target optimization experiments, involving transient transfection of NIH/3T3 cells with plasmids co-expressing DdCBE monomers and fluorescent marker proteins, FACS-based selection of cells expressing both monomers, recovery and phenotypic evaluation of DdCBE-treated cells (top). Schematic representation of the DdCBE arrangements used (bottom). Right: on-target (*Y* axis) and off-target (*X* axis) performance of the *Nd3*, *Cytb*, *CoII* and *Atp6* MitoKO constructs transiently delivered into NIH/3T3 cells as separate monomers (2-plasmid), separate monomers with the HHR incorporated in mRNA (2-plasmid-HHR), bi-cistronic construct with the tandemly arrayed DdCBE monomers being linked by the T2A element (Tandem) and the tandem T2A-linked monomers harbouring HHR (Tandem-HHR). Dots represent the mean (*n* = 3 biological replicates). Source data are provided as a Source Data file. **d**, Left: schematic of the workflow of the on/off-target optimization experiments for stably expressed tandem constructs without (Tandem) or with HHR (Tandem-HHR), involving transfection, recombination into a docking nuclear DNA site and hygromycin selection (top). Schematic representation of the DdCBE arrangements used (bottom). Right: on-target (*Y* axis) and off-target (*X* axis) performance of the *Nd3*, *Cytb*, *CoII* and *Atp6* Tandem and Tandem-HHR MitoKO constructs stably expressed in NIH/3T3 cells. Dots represent the mean (*n* = 3 biological replicates). Source data

According to recent data, high levels of DdCBE expression led to off-target editing in the nuclear genome (nDNA) in human cultured cells^30^ and mouse embryos^31^. Therefore, we intended to assess whether MitoKO also leads to nDNA off-targets and, if that were the case, to observe whether the improved T2A-based DdCBE architecture leads to a reduction in nDNA off-targeting. To this end, we performed whole-genome sequencing in wild-type NIH/3T3 cells and cells transfected with the *Atp6* MitoKO construct expressed either from two separate plasmids (Fig. 5c, left, 2-plasmid) or from a single construct (Fig. 5c, left, Tandem). First, we selected 109 C:G-to-T:A SNVs from five chromosomes (chr15 to chr19) that differed the most between WT and 2-plasmid *Atp6* MitoKO samples and from those we analysed 14 and 7 SNVs in the TC and TCC sequence context, respectively. None of these SNVs showed statistically significant differences between the WT and *Atp6* MitoKO 2-plasmid or WT and *Atp6* MitoKO Tandem conditions (Extended Data Fig. 7). The lack of detectable off-targets compared with published studies in human cells^30^ or mouse embryos^31^ could be attributable to differences in cell type used and/or DdCBE expression levels.

Taken together, fine-tuning expression levels of MitoKO DdCBEs with an upgraded architecture through the inclusion of an HHR in the 3′ UTR and/or tandemly linking the DdCBE monomers using the T2A element has led to great improvement in base editing precision by reducing mtDNA off-targeting effects of our MitoKO constructs to background levels.

### Generation of near-homoplasmic mtDNA knockouts by long-term application of MitoKO constructs

The improvement in the MitoKO library precision led to 2–3-fold reduction in on-target performance (Fig. 5c, Extended Data Fig. 6 and Supplementary Dataset 2). 

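On-target editing fell from a mean of 66.0% over the 4 constructs in the 2-plasmid format to 43.0% with the ribozyme, 42.3% in the Tandem format and 26.7% in the Tandem-HHR format (each lower in 4 of 4 constructs; exact permutation tests, p = 1.25e-05, adjusted p = 1.9e-05). This is a 1.55-fold reduction with the ribozyme (from 1.38-fold for Atp6 to 1.71-fold for Nd3), 1.58-fold for Tandem (from 1.38-fold for Atp6 to 1.73-fold for Nd3) and 2.50-fold for Tandem-HHR (from 2.27-fold for CoII to 2.80-fold for Cytb). In the Tandem-HHR samples, editing was 24.2% ± 4.7 for Nd3, 23.0% ± 4.2 for Cytb, 29.3% ± 3.3 for CoII and 30.3% ± 6.3 for Atp6 (SD, n = 3 each). The ribozyme and Tandem formats differed by 0.675 percentage points on average (p = 0.79, exact permutation test), and by -4.97 without replicate number 2 (p = 0.012) to 3.53 without number 1. Atp6, the best edited of the 4 in every format, lost the least in the ribozyme and Tandem formats.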

We hypothesized that long-term expression of the tandem and Tandem-HHR MitoKO architectures (Fig. 5c) would lead to an increased on-target base editing while maintaining the same precision levels. To this end, we used a docking site in the genome of the NIH/3T3 mouse cell line for FRT recombinase-assisted insertion of the T2A-linked and/or HHR-containing *Nd3*, *Cytb, CoII* and *Atp6* MitoKO constructs, followed by hygromycin selection of stable transfectants (Fig. 5d, left). 

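The stable lines carried the Tandem or Tandem-HHR constructs of Nd3, Cytb, CoII and Atp6, or an empty Tandem vector, at a single docking site in NIH/3T3 cells. The mtDNA of each line was sequenced once at 28, 35 and 42 d, which gives 27 samples, all in the MiSeq run MS5. The labels, the methods and Fig. 5d give 42 d for the last time point, while the text of the results names a later day. The mean coverage per sample was 103 to 5912, with a median of 370. The line was taken as the unit, since the 3 days of a line are not separate cultures. Means and SDs are over the 3 days, and the formats were compared over the 4 constructs by an exact sign-flip test, which cannot go below p = 0.13. Off-target editing was divided by that of the empty-vector line, which averaged 0.168% ± 0.0080.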

Then we analysed on- and off-target mtDNA base editing at 28, 35 and 48 d post-transfection. For all T2A-linked architectures tested, we observed near-homoplasmic introduction of premature stop codons (Fig. 5d, Tandem), while off-targeting remained low and comparable to the WT cell background (Fig. 5d and Supplementary Dataset 2, Tandem), except for the *Atp6* MitoKO construct (Fig. 5d, orange circles). Similarly, long-term expression of most of the T2A-linked and HHR-containing MitoKO architectures (Fig. 5d, Tandem-HHR) led to high heteroplasmies of the premature stop codons (>80%), except for *Nd3*, with minimal off-target detection (Fig. 5d and Supplementary Dataset 2, Tandem-HHR). 

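The Tandem lines carried the stop codon in 90.3% to 99.8% of mtDNA over all constructs and days. Atp6 averaged 98.0% ± 1.6, Nd3 97.2% ± 1.7, Cytb 93.8% ± 3.1 and CoII 91.9% ± 1.5 (SD over 3 days), which is 1.94-fold, 2.65-fold, 2.47-fold and 2.08-fold the level of the transient Tandem samples. Average off-target editing over the empty-vector line was 1.17-fold ± 0.053 for Nd3, 1.18-fold ± 0.13 for Cytb and 1.25-fold ± 0.080 for CoII. Atp6 stood apart at 2.56-fold ± 0.21, with 2.36-fold, 2.52-fold and 2.77-fold at 28, 35 and 42 d. On every day, each of the 4 lines lay above every value of the empty-vector line. The mean excess was 0.0293 percentage points for Nd3, 0.0306 for Cytb, 0.0419 for CoII and 0.262 for Atp6. For none of the stable lines is it stated whether the target enters the average. Counted over all 5989 C:G pairs, each percent on target would add 0.00017 percentage points. Part of the excess may therefore be the target itself.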

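With the ribozyme, the stable lines of Atp6 and Cytb carried 86.4% ± 3.7 and 85.0% ± 2.7 of the stop codon (SD over 3 days) and were above 80% on each day. CoII averaged 76.5% ± 2.0 and Nd3 57.3% ± 5.2, and neither reached 80% on any day. In 4 of 4 constructs the level was below that of the Tandem line, by 18.9 percentage points on average (76.3% against 95.2%, exact sign-flip test, p = 0.13, the smallest that 4 constructs allow). Average off-target editing over the empty-vector line was 1.104-fold ± 0.11 for CoII, 1.11-fold ± 0.025 for Nd3, 1.20-fold ± 0.11 for Atp6 and 1.36-fold ± 0.037 for Cytb. For Atp6 and CoII this is below the Tandem line on all 3 days, for Nd3 on 2 of 3 days, and for Cytb it is above the Tandem line on all 3 days. Over the 4 constructs, the mean fold was 1.19 with the ribozyme and 1.54 without it (exact sign-flip test, p = 0.50). From the stable lines the paper concludes that long-term expression gives high levels of knockout with little off-target editing, choosing the Tandem format for Nd3, Cytb and CoII and the Tandem-HHR format for Atp6.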

Taken together, we generated mouse cell lines with high heteroplasmy levels of protein-coding gene knockouts and very low off-target editing by long-term expression of either T2A (*Nd3*, *Cytb, CoII*) or T2A/HHR (*Atp6*) improved MitoKO library constructs.

### In vivo mouse mtDNA editing with the MitoKO library

Next, we intended to test the utility of the MitoKO library in modifying the mitochondrial genome in vivo. Several truncating mutations in *Mt-Atp6* have been associated with mitochondrial disease with a heterogenous clinical spectrum and various tissue-specific presentations^32–36^. Therefore, we decided to model these mitochondrial ATP synthase (complex V or CV) disorders in mice. To do this, we injected 1-cell embryos with in vitro transcribed (IVT), polyadenylated mRNA coding for the MitoKO DdCBE introducing m.8069 G > A nonsense mutation in *Atp6* (Fig. 6a). Next, we implanted DdCBE-injected embryos into pseudopregnant, surrogate mothers and obtained F0 offspring carrying approximately 3% (female), 10% (female) and 3% (male) of m.8069 G > A heteroplasmy. 

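Ear biopsies of 31 animals were sequenced over the whole mtDNA by the same amplicon method. The labels name 14 animals as F0, sequenced in the MiSeq run MS2, 6 as F1 in MS4, and 5 as F2 and 6 as F3 in MS5. Mean coverage was 420 to 6227 in F0 (median 886), 4188 to 14980 in F1 (median 11540), 234 to 406 in F2 (median 345) and 290 to 582 in F3 (median 463). The tables give the heteroplasmy of m.8069 G > A and the average C:G-to-T:A percentage over the mtDNA, with no cutoff and with a cutoff at 1%; Fig. 6 shows the second. The labels do not name the WT animals; 5 of the 14 F0 animals, all with a heteroplasmy of 0, were taken as WT because their off-target values equal the WT values in the source data of Fig. 6. The 3 founders that the paper lists carried 10.2%, 2.65% and 2.62%. The other 6 F0 animals carried 0 to 1.27%.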

To verify germline transmission of the resulting mitochondrial mutation, the female F0 mouse carrying 10% of m.8069 G > A was crossed with a wild-type C57BL6/J male to obtain F1 pups (Fig. 6a and Supplementary Dataset 3). The first litter of the F1 generation pups carried m.8069 G > A heteroplasmy ranging between 9% to 23% (Fig. 6b and Supplementary Dataset 3). 

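In the sequenced litters, m.8069 G > A averaged 21.7% ± 7.3 in F1 (SD, n = 6 animals, 10.7% to 32.3%), 29.5% ± 4.1 in F2 (n = 5, 24.7% to 34.4%) and 40.1% ± 12.7 in F3 (n = 6, 21.0% to 53.9%). In F3, 2 of 6 animals exceeded 50%. The rise from F1 to F3 was 18.4 percentage points (exact permutation test, two-sided, p = 0.017, adjusted p over 3 comparisons 0.052). From F1 to F2 the difference was 7.82 percentage points (p = 0.063) and from F2 to F3 it was 10.6 percentage points (p = 0.11, exact permutation tests). Both depend on single animals: without CVBC3.1b the first was 9.94 (p = 0.0079), and without CVBC6.1a the second was 14.4 (p = 0.024, exact permutation tests). Each generation is represented by a single litter.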

Next, we selectively bred the highest heteroplasmy females from F1 and F2 to obtain animals harbouring more than 50% m.8069 G > A heteroplasmy in F3 (Fig. 6b and Supplementary Dataset 3). We also carried out off-targeting analysis of the generations between F0 and F3 by analysing mtDNA-wide C:G-to-T:A SNVs and comparing to WT animals. 

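With the 1% cutoff, the average C:G-to-T:A percentage over the mtDNA was 0.0434% ± 0.0035 in the WT animals (SD, n = 5) and 0.0514% in the F0 founder female, above the highest WT value of 0.0492%. Without the cutoff, the founder was at 0.105%, within the WT range of 0.0909% to 0.116%. Its mean coverage was 420, below the 600 to 1297 of the WT animals. With the cutoff, the average was 0.0418% ± 0.0016 in F1 (n = 6), 0.0439% ± 0.0081 in F2 (n = 5) and 0.0403% ± 0.0067 in F3 (n = 6). The differences from WT were -0.0017, 0.00052 and -0.0032 percentage points (exact permutation tests, two-sided, p = 0.37, 0.85 and 0.37). The WT animals are labelled F0, and the labels do not state whether they were untreated. Leaving out 1 animal, the F2 difference ranged from -0.0022 to 0.0025, and the F3 difference was -0.0058 without CVBC6.1f (p = 0.0079, exact permutation test). Without the cutoff, a setting chosen after the data were seen, F1, F2 and F3 averaged 0.159%, 0.180% and 0.183% and WT 0.100% (p = 0.0022, 0.0079 and 0.0022, exact permutation tests). The generations came from different sequencing runs, so run and generation cannot be told apart here, except between F2 and F3.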

While the F0 female showed a slightly elevated level of C:G-to-T:A SNVs, these got purified in the subsequent generations (Fig. 6c). Importantly, the average m.8069 G > A heteroplasmy values, gradually rising through generations due to selective breeding, were not accompanied by any detectable increase in C:G-to-T:A SNVs, consistent with no linked off-targeting being carried through the maternal line (Fig. 6d). 

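Across the 17 animals of F1 to F3, off-target editing with the 1% cutoff was not related to heteroplasmy past the threshold (Pearson r = 0.232, p = 0.37, Spearman rho = 0.012, p = 0.97, two-sided permutation tests; adjusted p of r over 5 relations 0.38; r = 0.0094 without the 2 animals farthest from the median heteroplasmy). Without the cutoff, a setting chosen after the data were seen, r was 0.518 (p = 0.034, permutation test), which passes the threshold. F1 came from run MS4, with a mean of 0.159% without the cutoff, and F2 and F3 from MS5, with 0.180% and 0.183%. Run and heteroplasmy are therefore not separated in this r. Within litters the values differed. In F1, heteroplasmy of 10.7% to 32.3% went with off-target editing of 0.0391% to 0.0440% (r = 0.993, p = 0.0028, rho = 0.943, p = 0.017, exact permutation tests, n = 6), and without the cutoff r was -0.338 (p = 0.50, exact permutation test). In F3, heteroplasmy of 21.0% to 53.9% went with 0.0362% to 0.0534% (r = 0.512, p = 0.33, rho = 0.371, p = 0.50, exact permutation tests, n = 6). F2 has only 5 animals. Over F2 and F3, which shared a sequencing run, off-target editing fell with the mean coverage of the animal (r = -0.860, p = 0.00013, rho = -0.773, p = 0.0074, permutation tests, n = 11; r = -0.850 without the 2 animals farthest from the median coverage). From the group means the paper reports no detectable increase, which it reads as compatible with no linked off-target edits being passed down the maternal line.

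**Figure D3:**
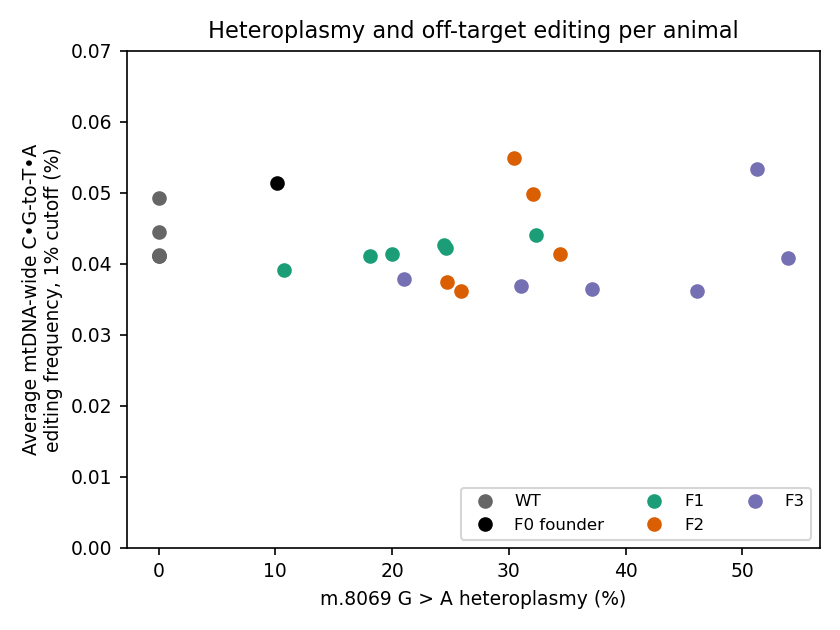
Average mtDNA-wide C:G-to-T:A editing with the 1% cutoff (%, y axis) against m.8069 G > A heteroplasmy (%, x axis), 1 point per animal, for 5 WT animals, the F0 founder and the animals of F1, F2 and F3. The F1 points rise from 0.0391% to 0.0440%, and the highest F3 point is at 0.0534%.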

Having established that F1–F3 generations have virtually no off-targets, we further bred the mice to produce F4 and obtained higher m.8069 G > A heteroplasmy levels (Supplementary Dataset 3). We then analysed CV in skeletal muscle of F4 mice by immunoblotting. Similar to patients carrying truncating *Mt-Atp6* mutations^36^, we observed CV subcomplexes in the heteroplasmic F4 mice, as detected using an antibody to ATP5A, the early assembled ATP synthase F1 subunit α (Fig. 6e). An ATP hydrolysis in-gel activity assay confirmed that the subassemblies are consistent with the F1 extramembranous catalytic core of CV (Fig. 6f). It is worth noting that the levels of CV subcomplexes positively correlated with m.8069 G > A heteroplasmy (Fig. 6e,f). Taken together, we show that the MitoKO library constructs can be used for in vivo modelling of mitochondrial dysfunction and we report a mouse model with ATP synthase dysfunction due to an mtDNA mutation.

**Fig. 6:**
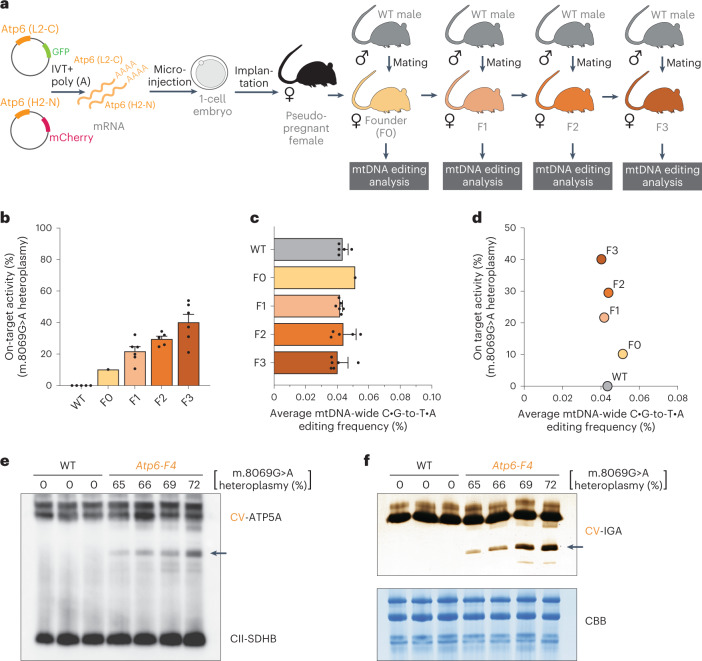
In vivo mouse mtDNA editing with the MitoKO library. **a**, Schematic representation of the use of Atp6 MitoKO constructs (L2-C and H2-N) for the generation of F0 founder animals carrying a heteroplasmic m.8069 G > A mutation and subsequent selective breeding scheme. IVT+poly(A), in vitro transcription and polyadenylation. **b**, The m.8069 G > A heteroplasmy (*Y* axis) in the F1–F3 generations of the selectively bred founder F0 female. Bars and error bars represent the mean ± s.e.m. **c**, Off-target editing in the F0–F3 m.8069 G > A animals and WT controls. Bars and error bars represent the mean ± s.e.m. **d**, On-target (*Y* axis) vs off-target (*X* axis) editing in the F0–F3 m.8069 G > A animals and WT controls. **e**, Immunoblotting of mitochondria isolated from skeletal muscle of F4 generation Atp6 m.8069 G > A heteroplasmic mice and WT controls upon a CNGE with a CV-specific antibody (ATP5A). Arrow indicates CV subcomplexes. An antibody specific for complex II (SDHB) was used as loading control. **f**, CNGE followed by in-gel ATP hydrolysis activity of CV in mitochondria isolated from skeletal muscle of F4 generation Atp6 m.8069 G > A heteroplasmic mice and WT controls. Arrow indicates the activity of CV subassemblies. Coomassie brilliant blue (CBB) was used as loading control. For **e** and **f**, uncropped scans are provided as a Source Data file. Source data

## Discussion

We developed and optimized MitoKO to enable systematic reverse engineering of the mitochondrial genome in mouse cells. The MitoKO is a library of highly specific DdCBEs to knock out every protein-coding gene of mouse mtDNA through the introduction of premature stop codons. The MitoKO constructs are extensively optimized for on-target activity and show virtually no off-target action, forming a collection of reagents for: (1) in vitro use in cultured mouse cells via convenient single-plasmid delivery; (2) in vivo applications for embryo microinjections, embryonic stem cell transfection or hydrodynamic delivery; and (3) a collection of knockout mouse cell lines in the NIH/3T3 background with isogenic distribution of cells with variable mtDNA mutant levels from the same parental source without clonal selection, which is normally required for the generation of cytoplasmic hybrid (cybrid) lines and can lead to a substantial nuclear genome variability^37^. The MitoKO repository will be constantly updated, with the reagents being available to the scientific community. In the next stage, we plan to implement the potential of somatic tissue-specific mutagenesis with adeno-associated virus and Rosa26/TIGRE locus transgenesis for spatiotemporal expression control.

While testing on the MitoKO library in vitro, we observed a positive correlation between on-target and off-target editing, with increased levels of on-target editing being accompanied by higher levels of mtDNA-wide C:G-to-T:A off-targets (Extended Data Fig. 5c). Fine-tuning the expression levels of the MitoKO constructs through architecture improvement led to low levels of off-targets, thus enabling high precision of the MitoKO constructs. Limiting the concentration of DdCBEs in the mitochondrial matrix was pursued with two architectures: (1) the incorporation of HHR that reduces DdCBE mRNA stability, hence reducing levels of translated protein and (2) linking of DdCBE monomers with a T2A peptide. While use of T2A peptides necessitates the addition of a C-terminal peptide tail to the upstream protein and an N-terminal prolyl addition to the downstream protein, these were shown not to appreciably affect the on-target deaminase activity. We also speculate that the N-terminal proline functions as a partial mitochondrial targeting sequence (MTS) ‘mask’, diminishing the rate of downstream mitochondrial protein import.

While progress has been made in evolving the protein-only cytosine base editor DdCBE to overcome the strong TC sequence context dependency of DddA^18^, these developments are probably more useful for precise modelling and correction of disease-associated mtDNA point mutation in human cells at non-TC target sites. However, for the development of the MitoKO library, the strict TC requirement was useful as we could select targeting windows with a single (or a limited number of) cytosine in the correct sequence context, hence improving targeting specificity. While with optimization of MitoKO we achieved off-target editing at the level of controls, further work could aim at optimizing the interface contact between split DddA_tox_ fragments to limit the formation of active deaminase with two adjacent DNA-binding domains (ZF or TALE) being bound to mtDNA, similar to the previous work done with obligatory heterodimeric programmable nucleases^38^.

Two recent reports showed that non-optimized DdCBEs cause numerous off-target editing for C-to-T/G-to-A conversions in the nuclear genome in human cells^30^ or mouse embryos^31^, which in the case of mouse embryos were twice as frequent compared with off-targets introduced by low-fidelity CRISPR/Cas9-based cytosine base editor^31^. While we did not observe any substantial nDNA off-targets for MitoKO *Atp6* constructs (Extended Data Fig. 7), these previous results highlight the necessity of extensive DdCBE optimization and development of methods allowing for detection of DdCBE-induced nuclear off-target editing in large cell populations. However, we note that in the context of in vivo use of the MitoKO library, this is less of an issue for two reasons: (1) Mitochondria containing precise edits can be transferred to embryonic stem cells for mouse model generation as done routinely in the past^39^ and (2) such potential nuclear off-targets can be purified through back-crossing with wild-type males during the selective breeding procedure reported in this work, since mtDNA is maternally transmitted. Also, for any in vitro work with cultured cells, potential nuclear off-targets can be avoided by producing cybrids, whereby mitochondria harbouring MitoKO DdCBE-edited mtDNA are transferred to mtDNA-less recipient cells that have not undergone DdCBE treatment, using standard protocols^40,41^.

The MitoKO library also overcomes the limitation of the recent study that used precursor-morpholino chimera imported into mitochondria for silencing of mitochondrial gene expression. While this strategy can be useful to harness mechanistic questions regarding mitochondrial gene expression, it can only be applied in vitro in mitochondria isolated from cells^15^.

In summary, here we provide a precise and universal toolset for systematic functional interrogation of the OXPHOS system in vitro and in vivo, enabling the development of pre-clinical models of mitochondrial dysfunction. We envisage that the MitoKO library reported here will be widely used for basic and biomedical research and to underpin the notion of the role of mitochondria in aging, cancer and neurodegenerative diseases.

## Methods

### Ethics statement

All animal experiments were carried out in accordance with the UK Animals (Scientific Procedures) Act 1986 (Procedure Project Licence: P6C20975A) and EU Directive 2010/63/EU, and authorized by the University of Cambridge Animal Welfare and Ethical Review Body.

### Plasmid construction

The DdCBE architectures used were as previously reported^16^. TALE arrays were designed using the Repeat Variable Diresidues (RVDs) containing NI, NG, NN and HD amino acids, recognizing A, T, G and C, respectively. To construct the plasmids used in the cell screens, all DdCBEs ORFs were synthesized as gene blocks (GeneArt, Thermo Fisher). DdCBEs targeting the L-strand of the mtDNA were cloned in a pTracer cytomegalovirus promoter (CMV)/Bsd (pTracer) backbone which co-expresses eGFP, while DdCBEs targeting the H-strand of the mtDNA were cloned in a pcDNA3.1(−) mCherry (pcmCherry) backbone which co-expresses mCherry. DNA targeting sequences of all DdCBEs used in this study can be found in Extended Data Fig. 1b. Amino acid sequences of the final selected pairs can be found in Supplementary Sequences 1. To generate the tandem architectures, the selected DdCBE (L) was amplified by PCR to include 5′ NotI and 3′ NheI while also removing the 3′ stop codon, and the selected DdCBE (H) was amplified by PCR to include a 5′ NheI and 3′ KpnI while also including a 5′ T2A sequence to promote ribosome skipping. The two fragments DdCBE (L) and (H) were ligated using the NheI site and in the same reaction cloned in tandem into a pcmCherry backbone using the 5′ NotI and 3′ KpnI sites. The singleHHR and Tandem-HHR versions were generated by incorporating a 3K19 HHR sequence at the 3′ end of the ORF, as previously described^13^. Vectors used for stable expression were prepared by ‘copy-pasting’ the Tandem and Tandem-HHR DdCBEs described above into a modified pcDNA5/FRT (Thermo Fisher, V601020) backbone using the 5′ NotI and 3′ KpnI sites. Modifications of the pcDNA5/FRT backbone include the exchange of the CMV promoter by an EF-1α promoter and the incorporation of the DddI_A_ gene from *B. cenocepacia* under the pre-existent Lac promoter using the BstZ17I site. The DddI_A_ gene was found to be necessary possibly to mitigate bacterial toxicity caused by cloning both DddA halves (1333 N and 1333 C) in a single vector. Flp recombinase expression for specific genomic integration of the DdCBE expression cassette was accomplished using the Flp recombinase expression plasmid, pOG44 (Thermo Fisher, V600520).

### Cell culture and transfections

NIH/3T3 (CRL-1658, American Type Culture Collection (ATCC)), Flp-In-3T3 (Thermo Fisher, R76107) and 3T3 rho-0#8 (Kerafast, ESA101) cells were cultured at 37 °C under 5% (v/v) CO_2_ in complete Dulbecco’s modified Eagle medium (DMEM) (4.5 gl^−1^ glucose, 2 mM glutamine, 110 mg ml^−1^ sodium pyruvate), supplemented with 10% calf bovine serum with iron, 1% penicillin/streptomycin (all from Gibco) and 50 µg ml^−1^ uridine (Sigma, U3750). Mycoplasma tests in the culture medium were negative. The cell lines were not authenticated in this study. For DdCBE pair screens, NIH/3T3 mouse cells plated in 6-well tissue culture plates at a confluency of 70% were transfected with 3,200 ng of each monomer (L and H), or 6,400 ng of plasmid DNA when using Tandem architectures in a single plasmid (L + H), with 16 µl of FuGENE-HD (Promega) following the manufacturer’s guidelines. After 24 h, cells were collected for FACS and sorted for GFP and mCherry double-positive cells (or just mCherry in Tandem experiments) using a BD FACSMelody cell sorter. The collected cells were allowed to recover for another 6 d (or as indicated in the figure legend) and then used for DNA extraction as described below. For generation of stable cell lines expressing Tandem and Tandem-HHR DdCBEs, Flp-In-3T3 mouse cells were transfected with 3,200 ng of the expression vector, together with 3,200 ng of the Flp recombinase expression plasmid (pOG44), using 19 µl FuGENE-HD (Promega) following the manufacturer’s guidelines. After 24 h, the cells were exposed to selection media supplemented with 200 µg ml^−1^ hygromycin B (Thermo Fisher, 10687010). Cells resistant to hygromycin B were expanded and DNA was extracted for further analysis at 28, 35 and 42 d after transfection.

### Oxygen consumption measurements

Oxygen consumption rates were measured using an XF24 extracellular flux analyser (Seahorse Biosciences). NIH/3T3 cells were seeded at a density of 25,000 cells per well in 250 µl of culture media in an XF 24-well cell culture microplate (Seahorse Biosciences) and incubated for 6 h at 37 °C in 5% (v/v) CO_2_. The culture medium was then replaced with 250 µl of bicarbonate-free DMEM and cells were incubated at 37 °C for 30 min before measurement.

### Measurement of cell growth

For cell growth assays, DdCBE-transfected NIH/3T3 and 3T3 rho‐0#8 cells were grown in either glucose-containing DMEM (4.5 g l^−1^ glucose, 110 mg l^−1^ sodium pyruvate, 10% FBS, 100 U ml^−1^ penicillin, 100 µg ml^−1^ streptomycin) or galactose-containing DMEM (0.9 g l^−1^ galactose, 110 mg l^−1^ sodium pyruvate, 10% FBS, 100 U ml^−1^ penicillin, 100 µg ml^−1^ streptomycin). Confluency was measured using an Incucyte S3 live-cell imaging system (Essen BioScience). These measurements were taken at ×4 zoom, with 9 images per well every 6 h.

### ^35^S-methionine labelling of mitochondrial translation products

Labelling of newly synthesized mitochondrially expressed proteins was performed as previously described^42^. Briefly, DdCBE-treated cells at approximately 80% confluency were incubated in methionine/cysteine-free medium for 10 min. The medium was then replaced with methionine/cysteine-free medium containing 10% dialysed FCS and emetine dihydrochloride (100 μg ml^−1^) to inhibit cytosolic translation. Following a 20 min incubation, 120 μCi ml^−1^ of (^35^S)-methionine was added and the cells were incubated for 60 min. After washing with 1X PBS, cells were lysed, and 30 μg of protein was loaded on either 16% Tris- glycine or 16% Tricine SDS–PAGE gels, as indicated in the figure. Dried gels were visualized with a PhosphorImager system (Amersham Typhoon 5 scanner). Densitometric quantification was performed using ImageJ along the midpoint of each lane and plotted using GraphPad Prism.

### mRNA preparation and microinjection of mouse zygotes

The Atp6 (L2-C) and Atp6 (H2-N) DdCBE mRNAs were synthesized using the in vitro RNA transcription kit mMESSAGE mMACHINE t7 Ultra kit (Ambion), utilizing the pre-existing 5′ end T7 promoter in the pTracer and pcmCherry backbones. The resulting polyadenylated mRNAs were purified with a MEGAclear kit (Ambion). For microinjection, 300 ng ml^−1^ Atp6 (L2-C) and 300 ng ml^−1^ Atp6 (H2-N) mRNAs were diluted in microinjection buffer (5 mM Tris-HCl, pH 7.4, 0.1 mM EDTA, pH 8.0) and injected into the cytoplasm of mouse 1-cell embryos. Superovulation, embryo collection, microinjections and implantation in pseudopregnant females were carried out by the in-house transgenic services at the University of Cambridge, UK, following standardized protocols.

### Animals

Atp6-KO heteroplasmic mice were kept on a C57BL/6J background. The animals were maintained in a temperature- and humidity-controlled animal care facility with a 12 h light/12 h dark cycle and free access to water and food. Genotyping and off-target analyses of new litters were carried out using ear biopsies collected when weaning at approximately 3 weeks of age.

### Genomic DNA isolation and Sanger sequencing

Cells were collected by trypsinization, washed once in PBS and resuspended in lysis buffer (1 mM EDTA, 1% Tween 20, 50 mM Tris (pH 8)) with 200 µg ml^−1^ proteinase K. Lysates were incubated at 56 °C with agitation (300 r.p.m.) for 1 h, and then incubated at 95 °C for 10 min before use in downstream applications. Genomic DNA from mouse ear biopsies was extracted with a Maxwell 16 tissue DNA purification kit in a Maxwell 16 instrument (Promega), according to the manufacturer’s instructions.

For Sanger sequencing, a ~300 bp region from each mtDNA protein-coding gene was PCR-amplified with Go*Taq* G2 DNA polymerase (Promega) using specific primers indicated in Supplementary Table 1. The PCR was performed with an initial heating step of 1 min at 95 °C, followed by 35 cycles of amplification (30 s at 95 °C, 30 s at 62 °C, 15 s at 72 °C) and a final step of 5 min at 72 °C. PCR purification and Sanger sequencing were carried out by Source Bioscience (UK) with the corresponding mtDNA gene primer indicated in Supplementary Table 1.

### High-throughput targeted amplicon mtDNA sequencing, processing and mapping

For mtDNA-wide sequence analysis, two overlapping long amplicons (8,331 bp and 8,605 bp) covering the full mtDNA molecule were amplified by long-range PCR with PrimeSTAR GXL DNA polymerase (TAKARA) using the following primers: mmu_ND2_Fw: 5´- TCT CCG TGC TAC CTA AAC ACC -3´; with mmu_ND5_Rv: 5´- GGC TGA GGT GAG GAT AAG CA -3´; and mmu_ND2_Rv: 5´- GTA CGA TGG CCA GGA GGA TA -3´; with mmu_ND5_Fw: 5´- CTT CCC ACT GTA CAC CAC CA -3´. The PCR was performed with an initial heating step of 1 min at 94 °C, followed by 16 cycles of amplification (30 s at 98 °C, 30 s at 60 °C, 9 min at 72 °C) and a final step of 5 min at 72 °C. Tagmentation and the indexing PCR were performed using the Nextera XT index kit (Illumina, FC-131-1096) according to the manufacturer’s instructions. Briefly, the indexing PCR was performed with an initial heating step of 30 s at 98 °C, followed by 12 cycles of amplification (30 s at 98 °C, 30 s at 55 °C, 30 s at 72 °C) and a final step of 5 min at 72 °C. Libraries were subjected to high-throughput sequencing using the Illumina MiSeq or NovaSeq platform (PE250) and demultiplexed using the Illumina MiSeq or NovaSeq manufacturer’s software. For processing and mapping of high-throughput data related to mtDNA-wide analysis, a quality trimming and 3′ end adaptor clipping of sequenced reads were performed simultaneously, using Trim Galore! (--paired)^43^. For mtDNA-wide sequence analysis, reads were aligned to ChrM of the mouse reference genome (GRCm38) with Bowtie2 (--very-sensitive; --no-mixed; --no-discordant)^44^. Count tables were generated with samtools mpileup (-q 30)^45^ and varscan^46^.

### mtDNA off-target scoring

To comparatively assess the different DdCBE pair combinations, an off-target score was generated. The score penalizes for higher C:G-to-T:A off-target frequencies and compensates for higher base editing on target. The calculation was as follows: the sum of all C:G-to-T:A off-target frequencies over 5% plus 25 times the sum of all C:G-to-T:A off-target frequencies over 20%, divided by the on-target frequency squared.

### Whole-genome sequencing, processing and mapping

For whole-genome sequencing analysis, the fragmentation/end prep, adaptor ligation and indexing PCR were performed using the NEBNext Ultra II FS DNA library prep kit for Illumina (NEB, E6177) according to the manufacturer’s instructions, with 25 ng of genomic DNA as initial input. Briefly, the fragmentation step was performed for 10 min at 37 °C. The indexing PCR was performed with an initial heating step of 30 s at 98 °C, followed by 13 cycles of amplification (10 s at 98 °C, 75 s at 65 °C) with a final step of 5 min at 72 °C. Libraries were subjected to high-throughput sequencing using the Illumina NovaSeq platform (PE150) and demultiplexed using the Illumina NovaSeq manufacturer’s software. For processing and mapping of high-throughput data, adapter trimmed reads^43^ were aligned to the mouse genome with HiSat2 (--no-spliced-alignment –maxins 700 –no-mixed –no-discordant) (PMID: 31375807). Mapped reads were extracted per chromosome with Samtools^45^ and variant calling was performed with samtools mpileup and Varscan^46^. Only genome positions with a read depth of more than 30 in all samples were used in further analysis. All C:G-to-T:A SNVs that had 45% of variants in WT samples were removed, as they most probably represent differences (hetero or homozygous) in the NIH/3T3 genome as compared with the mouse reference genome or positions that are difficult to sequence. C:G-to-T:A SNVs with significant confidence between WT and DdCBE-treated samples were detected on the basis of a two-way analysis of varianve (ANOVA). Further analysis was performed for SNVs identified in the DdCBE preferred sequence context: 5´-TC-3´ and 5´-TCC-3´.

### Blue-native gel electrophoresis (BNGE), clear-native gel electrophoresis (CNGE) and in-gel activity analysis

Samples for BNGE were prepared from digitonized cellular extracts, while samples for CNGE were prepared from isolated skeletal muscle (quadriceps) mitochondria as previously described^47^. For solubilization, the samples were resuspended in 1.5 M aminocaproic acid, 50 mM Bis-Tris/HCl (pH 7) and 1.6 mg dodecyl maltoside per mg of protein, and incubated for 5 min on ice before centrifuging at 20,000 × *g* at 4 °C. The supernatants were collected to new tubes and NativePAGE 4X sample buffer (Thermo Fisher, BN2003) was added to each sample to a final concentration of 1X. For the BNGE samples, 5% Coomassie G250 was also added.

Samples for both BNGE and CNGE were loaded onto NativePAGE 3–12% Bis-Tris Gels (Thermo Fisher) and electrophoresis was performed using NativePAGE Running Buffer system (Thermo Fisher). The BNGE cathode buffer was supplemented with 20X NativePAGE cathode buffer. The CNGE cathode buffer, the 20X NativePAGE cathode, was substituted by 10% dodecyl maltoside and 10% sodium deoxycholate. The gels were run at a constant 90 V for 30 min, followed by 12 mA for 3 h at 4 °C. After electrophoresis, transfer to a PVDF membrane was performed using a wet system with a constant current of 300 mA at 4 °C. The membranes were blocked in 5% milk in PBS with 0.1% Tween 20 (PBS-T) for 1 h at room temperature and then incubated overnight at 4 °C with antibodies specific to each mitochondrial complex: mouse anti-NDUFB8, 1:1,000 (Abcam, ab110242); mouse anti-SDHB, 1:2,000 (Abcam, ab14714); mouse anti-UQRC2, 1:1,000 (Abcam, ab14745); mouse anti-COX IV, 1:1,000 (Abcam, ab14744) and mouse anti-ATP5A, 1:1,000 (Abcam, ab14748) all diluted in 5% milk. Membranes were then washed three times with PBS-T for 10 min at room temperature and then incubated with an HRP-linked secondary antibody anti-mouse IgG (Promega, W4021) diluted 1:2,500 in 5% milk in PBS-T. The membranes were washed another three times as before and imaged digitally with an Amersham Imager 680 blot and gel imager (GE Healthcare) upon incubation with Amersham ECL western blotting detection reagents (GE Healthcare).

The in-gel ATP hydrolysis activities of complex V and dissociated F1-subcomplex were analysed by incubating the CNGE gels with 35 mM Tris-HCl pH 7.8, 270 mM glycine, 14 mM MgSO4, 0.2% Pb(NO_3_)_2_ and 8 mM ATP. The lead phosphate precipitation that is proportional to the enzymatic ATP hydrolysis activity was stopped by 50% v/v methanol after an overnight incubation, and the gels were then transferred to water until imaging.

### Statistical analysis

Graphical visualization of data and all statistical analyses were performed with GraphPad Prism (version 9.1.0). All numerical data are expressed as mean ± s.e.m. Ordinary one-way ANOVA with Dunnett’s test and two-way ANOVA with either Sidak’s or Tukey’s test were used for multiple comparisons as specified in the figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information Supplementary tables and lists of amino acid sequences.

Reporting Summary

Peer Review File

Supplementary Dataset 1 On-target, off-target and penalty score analyses used to select the final MitoKO DdCBE pairs.

Supplementary Dataset 2 List of top 10 off-targets produced by the mitoKO constructs *Nd3*, *Cytb*, *CoII* and *Atp6*.

Supplementary Dataset 3 List of Atp6-KO mice and respective heteroplasmy throughout generations F0 to F4.

## Figures and Tables

**Extended Data Fig. 1:**
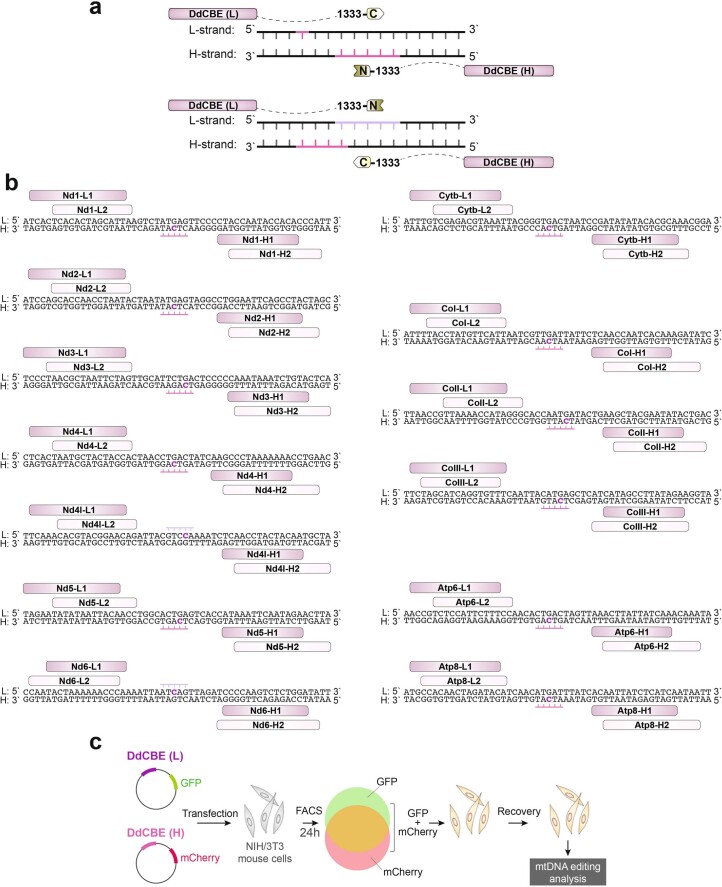
Design of the MitoKO library. **a**. Schematic representation of possible DdCBE orientations of the DddA_tox_ G1333 split and corresponding preference for base editing of cytosines within the DNA targeting window. The N and C-terminal fragments of the DddA_tox_ G1333 split can be linked to the TALE arrays binding either L-strand or H-strand of the mtDNA. The split orientation influences which cytosines are edited. **b**. The TALE designs to target all mouse protein-coding genes in the mouse mitochondrial genome. For each mtDNA protein-encoding gene, two TALEs binding the L-strand (L1 and L2) and two TALEs binding the H-strand (H1 and H2) of the mtDNA were designed to yield variable spacing windows, so that the target cytosine will be positioned at the center to reflect the preference of the DddA_tox_ G1333 split. **c**. Schematic of the general workflow for the screening of the MitoKO library involving transient transfection of cultured mouse NIH/3T3 cells with plasmids co-expressing DdCBE monomers and fluorescent marker proteins, followed by FACS-based selection of cells expressing both monomers and evaluation of mtDNA from DdCBE-treated cells, 7 days post-transfection.

**Extended Data Fig. 2:**
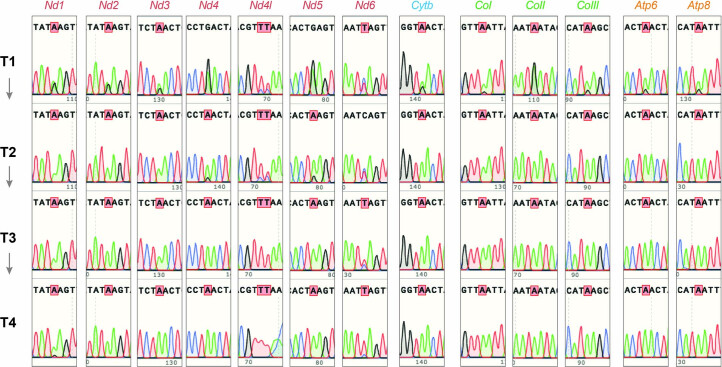
Sequential transfection of MitoKO constructs. Editing of each mouse mtDNA protein-encoded gene (Nd1, Nd2, Nd3, Nd4, Nd4l, Nd5, Nd6, Cytb, CoI, CoII, CoIII, Atp6 and Atp8) using the MitoKO library in the indicated time-points as in Fig. 4 (T1, T2, T3 and T4), analyzed by Sanger sequencing.

**Extended Data Fig. 3:**
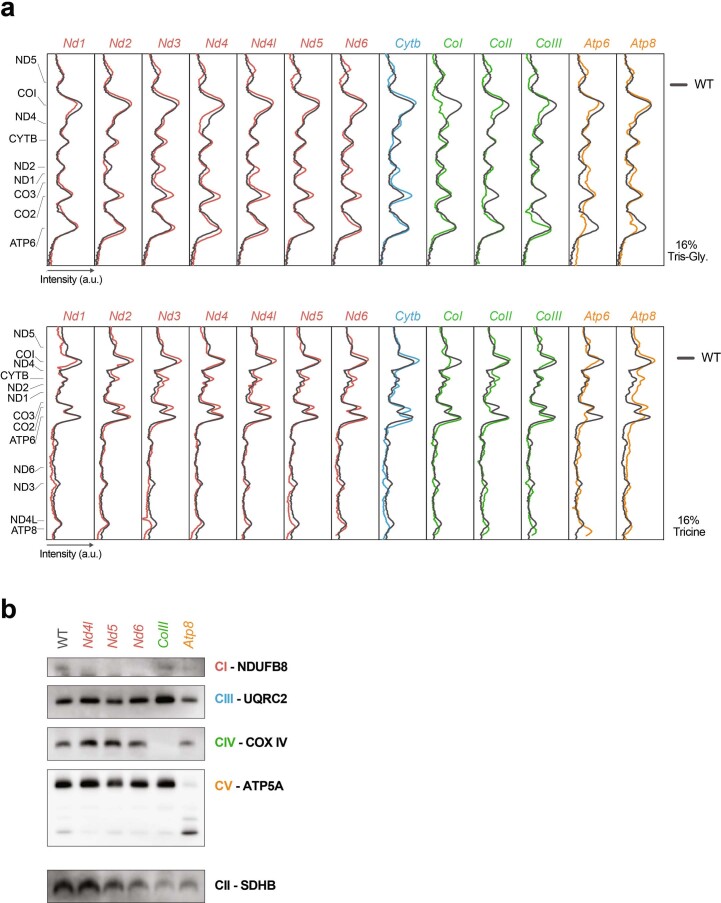
Mitochondrial translation and OXPHOS complex integrity in the MitoKO DdCBE-treated cells. **a**. Densitometric quantification of the mitochondrial de novo protein synthesis gels presented in Fig. 4c. WT (dark grey line) was used as baseline control in each mtDNA protein-encoded gene. The top panel refers to the 16% Tris-Gly gel and the bottom panel refers to the 16% Tricine gel. Source data are provided as a Source Data file. **b**. Immunoblotting of a BNGE with antibodies specific to each mitochondrial complex: NDUFB8 (CI), UQRC2 (CIII) COX IV (CIV) and ATP5A (CV), in mitochondria isolated from NIH/3T3 cells that underwent four rounds of MitoKO DdCBE treatment with the Nd4l, Nd5, Nd6, CoIII, Atp8 pairs and WT controls. An antibody specific for complex II (SDHB) was used as loading control. Uncropped scans are provided as a Source Data file. Source data

**Extended Data Fig. 4:**
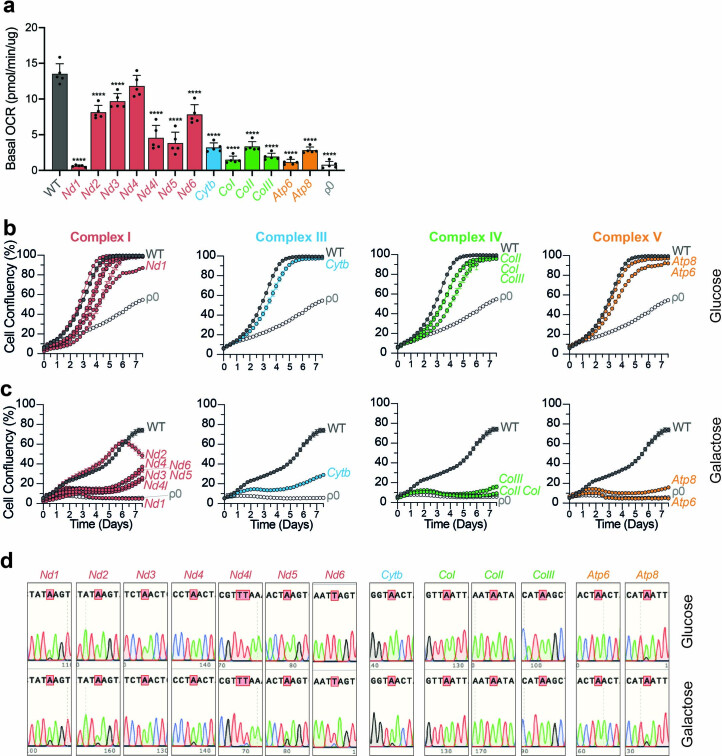
Mitochondrial respiration and cell growth of MitoKO DdCBE-treated cells. **a**. Basal oxygen consumption rates (OCRs) of MitoKO DdCBE-treated cells after 4 cycles of iterative treatments (see Fig. 4). Wild-type (WT) and p0 cells, containing no mtDNA, were used as controls. Bars represent the mean and error bars represent ± SEM (n = 5, biological replicates). Ordinary one-way ANOVA with Dunnett´s test: **** *P*-value < 0.0001. Source data are provided as a Source Data file. **b,c**. Growth curves of MitoKO DdCBE-treated cells after 4 cycles of iterative treatments (see Fig. 4) cultured in DMEM supplemented with either glucose (a) or galactose (b). Galactose necessitates mitochondrial ATP production via oxidative phosphorylation. Each cell line is indicated on the plot and grouped by mitochondrial respiratory complex. Wild-type (WT) and p0 cells, containing no mtDNA, were used as controls. Measurements were done using an Incucyte S3 live-cell imaging system. 9 images were taken per well every 6 hours for 7.5 days. Coloured dots represent mean (n = 3, biological replicates). Source data are provided as a Source Data file. **d**. Editing of MitoKO DdCBE-treated cells after being cultured for 7.5 days in DMEM supplemented with either glucose or galactose, analyzed by Sanger sequencing. Source data

**Extended Data Fig. 5:**
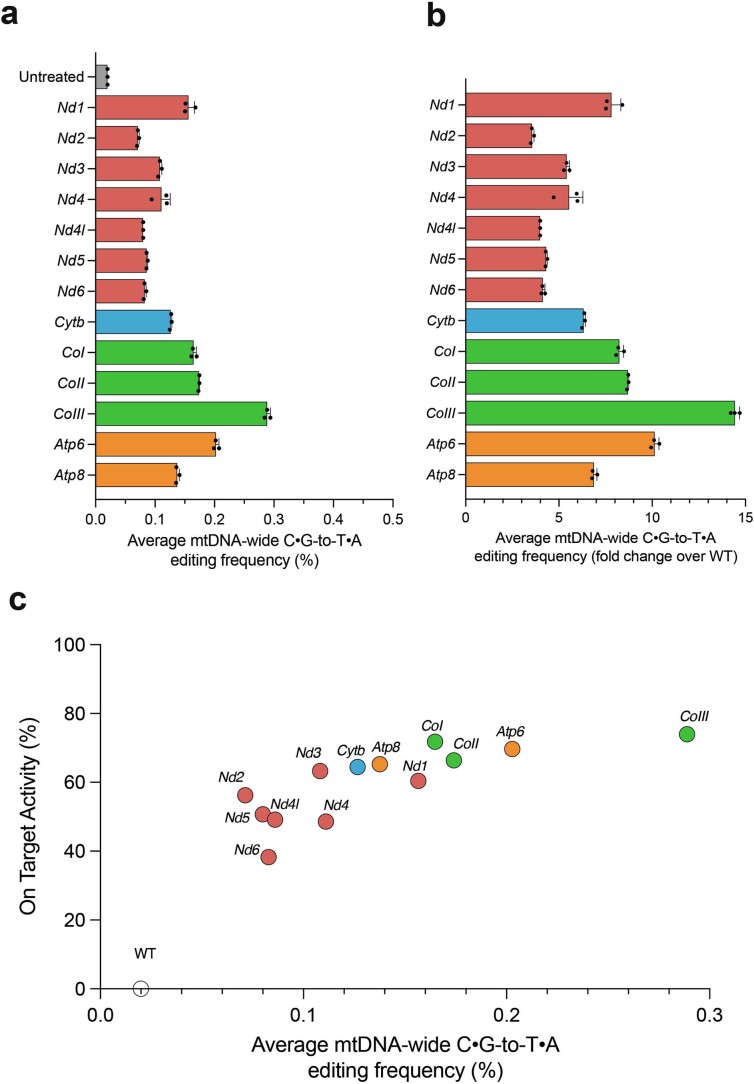
mtDNA off-target editing by the lead MitoKO DdCBE pairs following high level expression. **a,b**. Mitochondrial genome-wide off-targeting of the lead MitoKO DdCBE pairs (Fig. 3) measured by NGS 14 days after transfection and presented as absolute values (a) or fold change over wild-type (WT) controls (b). Bars represent the mean and error bars represent ± SEM (n = 3, technical replicates). Source data are provided as a Source Data file. **c**. On-target (Y axis) vs. off-target (X axis) for the lead MitoKO DdCBE pairs. Dots represent the mean (n = 3, technical replicates). Source data are provided as a Source Data file. Source data

**Extended Data Fig. 6:**
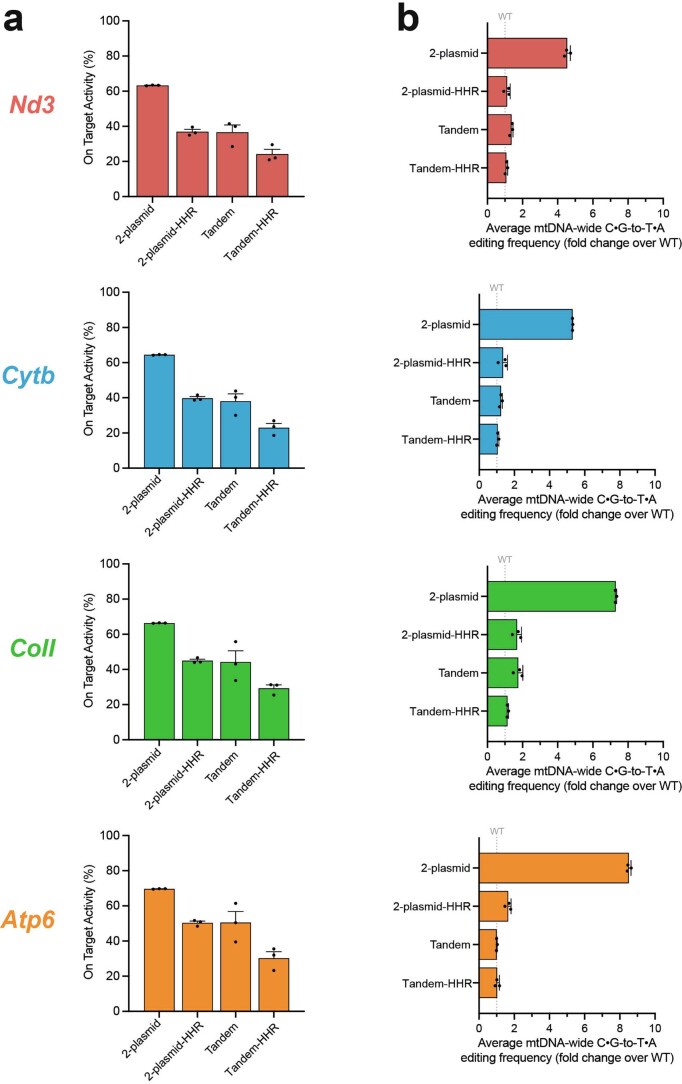
mtDNA on and off-target editing by the lead MitoKO DdCBE pairs following fine-tuned expression. **a**. On-target performance of the *Nd3*, *Cytb*, *CoII* and *Atp6* MitoKO constructs transiently delivered into NIH/3T3 cells, as separate monomers (2-plasmid), separate monomers with the hammerhead ribozyme (HHR) incorporated in mRNA (2-plasmid-HHR), bi-cistronic construct, with the tandemly arrayed DdCBE monomers linked by the T2A element (Tandem) and the tandem, T2A-linked monomers harboring HHR (Tandem-HHR). Bars represent the mean and error bars represent ± SEM (n = 3, biological replicates). Source data are provided as a Source Data file. **b**. Mitochondrial genome-wide off-targeting the *Nd3*, *Cytb*, *CoII* and *Atp6* MitoKO constructs measured by NGS and presented fold change over wild-type (WT) controls. Bars represent the mean and error bars represent ± SEM (n = 3, biological replicates). Source data are provided as a Source Data file. Source data

**Extended Data Fig. 7:**
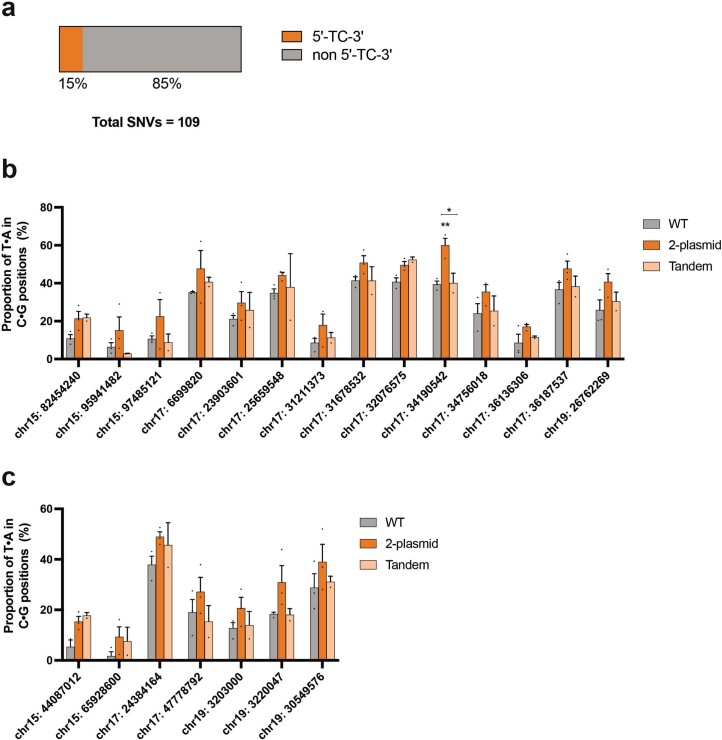
Nuclear DNA off-target analysis by the Atp6 MitoKO DdCBE pair. **a**. Number of SNVs identified in chromosomes 15 to 19, where T:A nucleotides are identified in C:G positions in cells transfected with the 2-plasmid version of the *Atp6* MitoKO constructs, as compared to WT cells, and the proportion of SNVs found in a 5´-TC-3´context or non 5´-TC-3´ context. **b,c**. NGS analysis of the proportion of T:A identified in C:G loci at single positions of chromosomes 15 to 19 that are in a (b) 5´-TC-3´ or (c) 5´-TCC-3´ context. Cells were transiently transfected (7 days) with the 2-plasmid or tandem architecture of the *Atp6* MitoKO constructs and compared with WT controls. Bars represent the mean and error bars represent ± SEM (n = 3 for WT and 2-plasmid, n = 2 for Tandem, biological replicates). Ordinary two-way ANOVA with Tukeys´s test: * P-value < 0.05; ** P-value < 0.01. Source data are provided as a Source Data file. Source data

## Data Availability

The data supporting the findings of this study are available within the paper and its Supplementary Information. The NGS files generated in this study are available from the GEO database via the accession number GSE202643. Source data for the figures are provided with this paper.

## Source data

Source Data for Figs. 3–6 and Extended Data Figs. 3–7 Source data, statistics and unprocessed western blots.

## Code availability

MtDNA on and off-target effects from next-generation sequencing data were calculated with Varscan2 (source code available at https://github.com/Jeltje/varscan2; ref. ^46^). Proprietary scripts are available from the corresponding author on reasonable request.

# Supplementary material for: A library of base editors for the precise ablation of all protein-coding genes in the mouse mitochondrial genome
**Source:** Nat Biomed Eng. 2022 Dec 5;7(5):692–703. doi: 10.1038/s41551-022-00968-1
**Supplement:** Supplementary file 1 — Supplementary tables and lists of amino acid sequences.

A library of base editors for the precise ablation of all protein-coding genes in the mouse mitochondrial genome

---

In the format provided by the
authors and unedited

Supplementary Table 1 | Primers for amplification and sequencing of mouse mtDNA genes

Target	Forward primer	Reverse primer
Nd1	GTTGGTCCATACGGCATT TT *	TGAAATTGTTTGGGCTACGG
Nd2	TCTCCGTGCTACCTAAACACC *	GTACGATGGCCAGGAGGATA
Nd3	CGTCTCCATT TATTGATGAGGAT *	TGAATTGCTCATGGTAGTGGA
Nd4	TACCAATCCCCATCACCATC *	GGATAGGGGGTCTGAGGAGA
Nd4l	TACCAATCCCCATCACCATC *	GGGGTCTGAGGAGAATATATTTGA
Nd5	CTTCCC ACTGTACACCACCA *	GGCTGAGGTGAGGATAAGCA
Nd6	GCTACCCCAATCCCTCCTT *	TGGTTTTAGGGTTTGGTGGA
Cytb	ATTGACCTACCTGCCCCATC *	TCCTCATGGAAGGACGTAGC
Col	TGGCGGTAGAAAGTCTTAGTAGAG *	AAAGCATGGGCAGTTACGAT
ColI	TGCACAAGAAGTTGAAACCA	AAGTCCTAGGGAGGGGACTG *
ColII	AGCCTCGTACCAACACATGA *	ATGGAATCCAGTAGCCATGAA
Atp6	GGCACCTTCACCAAAATCAC *	TACGGCTCCAGCTCATAGTG
Atp8	AGCTTTATGCCCATTTGTCCT *	GGGGTAATGAATGAGGCAAA

* primer used for Sanger sequencing.

Supplementary Sequences 1 | Amino acid sequences of MitoKO DdCBE library.

The halves used to target the L-strand - **DdCBE (L)** – have the general architecture of (from N- to

C-terminus): **Cox8 MTS** – **3xFLAG** – **TALE** – 2aa linker – **DddA_{tox} split** – 4aa linker – **UGI***

- DdCBE (L) – Nd1-L1 - G1333-N:**

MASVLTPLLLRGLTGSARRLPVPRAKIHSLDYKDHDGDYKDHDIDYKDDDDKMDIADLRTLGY
 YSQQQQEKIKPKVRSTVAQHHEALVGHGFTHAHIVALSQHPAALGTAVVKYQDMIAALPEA
 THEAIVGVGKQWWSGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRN
 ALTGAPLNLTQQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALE
 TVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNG
 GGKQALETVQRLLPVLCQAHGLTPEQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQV
 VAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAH
 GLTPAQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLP
 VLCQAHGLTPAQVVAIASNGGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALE
 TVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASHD
 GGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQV
 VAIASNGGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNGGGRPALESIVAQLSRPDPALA
 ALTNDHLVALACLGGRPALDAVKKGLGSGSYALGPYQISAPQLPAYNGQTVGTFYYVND
 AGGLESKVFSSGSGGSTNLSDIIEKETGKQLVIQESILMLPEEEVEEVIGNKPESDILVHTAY
 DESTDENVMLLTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (L) – Nd1-L2 - G1333-N:**

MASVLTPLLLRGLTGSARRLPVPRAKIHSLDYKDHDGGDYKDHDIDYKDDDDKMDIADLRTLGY
 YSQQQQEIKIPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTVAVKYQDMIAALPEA
 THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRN
 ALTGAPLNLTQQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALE
 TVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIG
 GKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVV
 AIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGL
 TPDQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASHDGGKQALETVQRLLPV
 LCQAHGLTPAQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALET
 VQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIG
 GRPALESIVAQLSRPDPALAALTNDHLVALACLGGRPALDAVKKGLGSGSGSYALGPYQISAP
 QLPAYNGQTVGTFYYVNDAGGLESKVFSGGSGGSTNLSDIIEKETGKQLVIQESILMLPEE
 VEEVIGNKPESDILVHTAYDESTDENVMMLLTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (L) – Nd2-L1 - G1333-N:**

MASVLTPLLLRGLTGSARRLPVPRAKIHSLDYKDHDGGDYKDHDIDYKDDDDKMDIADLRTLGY
 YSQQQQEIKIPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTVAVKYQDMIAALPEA
 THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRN
 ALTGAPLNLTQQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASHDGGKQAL
 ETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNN
 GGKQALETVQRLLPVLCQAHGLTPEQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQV
 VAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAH
 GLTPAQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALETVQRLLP
 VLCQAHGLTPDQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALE
 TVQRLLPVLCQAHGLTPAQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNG
 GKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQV
 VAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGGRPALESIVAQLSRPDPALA
 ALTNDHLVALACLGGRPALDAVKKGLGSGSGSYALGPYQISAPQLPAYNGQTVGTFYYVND
 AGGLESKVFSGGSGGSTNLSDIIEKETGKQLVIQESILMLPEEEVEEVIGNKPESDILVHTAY
 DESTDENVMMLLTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (L) – Nd2-L2 - G1333-N:**

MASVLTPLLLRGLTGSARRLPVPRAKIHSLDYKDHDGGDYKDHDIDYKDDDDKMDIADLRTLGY
 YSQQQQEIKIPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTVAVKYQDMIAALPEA
 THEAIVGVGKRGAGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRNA
 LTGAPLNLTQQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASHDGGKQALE
 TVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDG
 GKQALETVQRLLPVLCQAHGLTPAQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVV
 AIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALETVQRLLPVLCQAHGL
 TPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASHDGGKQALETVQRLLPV
 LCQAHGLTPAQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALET
 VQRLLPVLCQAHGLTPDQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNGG
 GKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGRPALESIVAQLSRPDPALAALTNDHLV
 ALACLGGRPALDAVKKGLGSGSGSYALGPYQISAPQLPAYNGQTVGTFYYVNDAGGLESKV
 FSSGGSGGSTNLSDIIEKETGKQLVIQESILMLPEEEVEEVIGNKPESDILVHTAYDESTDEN
 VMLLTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (L) – Nd3-L1 - G1333-N:**

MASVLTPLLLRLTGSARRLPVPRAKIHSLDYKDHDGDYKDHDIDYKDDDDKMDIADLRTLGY
 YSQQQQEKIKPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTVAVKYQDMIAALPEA
 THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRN
 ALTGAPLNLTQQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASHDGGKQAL
 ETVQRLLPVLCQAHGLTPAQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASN
 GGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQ
 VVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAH
 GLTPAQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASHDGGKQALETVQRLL
 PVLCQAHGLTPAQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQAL
 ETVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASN
 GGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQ
 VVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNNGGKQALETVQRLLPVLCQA
 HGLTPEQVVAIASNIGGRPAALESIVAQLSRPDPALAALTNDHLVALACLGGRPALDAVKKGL
 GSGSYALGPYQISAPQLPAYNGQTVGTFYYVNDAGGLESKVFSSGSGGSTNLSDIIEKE
 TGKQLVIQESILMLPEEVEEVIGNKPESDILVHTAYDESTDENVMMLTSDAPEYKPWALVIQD
 SNGENKIKML*

- **DdCBE (L) – Nd3-L2 - G1333-N:**

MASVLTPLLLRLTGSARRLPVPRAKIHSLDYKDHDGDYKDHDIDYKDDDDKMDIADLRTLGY
 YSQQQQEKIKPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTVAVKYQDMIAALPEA
 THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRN
 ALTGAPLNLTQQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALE
 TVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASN
 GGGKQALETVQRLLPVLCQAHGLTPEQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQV
 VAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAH
 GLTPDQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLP
 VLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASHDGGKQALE
 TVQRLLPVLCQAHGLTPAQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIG
 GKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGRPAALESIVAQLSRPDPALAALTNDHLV
 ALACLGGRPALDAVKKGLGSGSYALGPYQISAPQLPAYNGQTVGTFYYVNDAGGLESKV
 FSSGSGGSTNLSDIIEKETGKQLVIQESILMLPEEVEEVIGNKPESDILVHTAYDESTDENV
 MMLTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (L) – Nd4-L1 - G1333-N:**

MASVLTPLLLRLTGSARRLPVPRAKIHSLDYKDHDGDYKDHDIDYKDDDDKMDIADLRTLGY
 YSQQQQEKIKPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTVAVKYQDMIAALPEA
 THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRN
 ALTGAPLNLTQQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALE
 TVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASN
 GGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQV
 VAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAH
 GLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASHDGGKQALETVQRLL
 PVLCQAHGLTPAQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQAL
 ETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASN
 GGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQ
 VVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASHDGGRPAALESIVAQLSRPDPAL
 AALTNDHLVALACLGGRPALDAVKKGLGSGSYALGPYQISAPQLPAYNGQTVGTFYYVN
 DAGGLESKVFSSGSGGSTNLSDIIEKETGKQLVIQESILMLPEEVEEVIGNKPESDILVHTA
 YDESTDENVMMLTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (L) – Nd4-L2 - G1333-N:**

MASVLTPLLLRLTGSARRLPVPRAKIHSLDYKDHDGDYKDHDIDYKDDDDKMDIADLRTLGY
 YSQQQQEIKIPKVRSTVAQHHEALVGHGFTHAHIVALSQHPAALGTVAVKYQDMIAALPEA
 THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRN
 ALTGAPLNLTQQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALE
 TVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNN
 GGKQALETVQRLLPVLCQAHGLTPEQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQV
 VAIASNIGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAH
 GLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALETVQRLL
 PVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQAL
 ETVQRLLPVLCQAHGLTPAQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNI
 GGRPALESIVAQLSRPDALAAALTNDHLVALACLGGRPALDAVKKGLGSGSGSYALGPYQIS
 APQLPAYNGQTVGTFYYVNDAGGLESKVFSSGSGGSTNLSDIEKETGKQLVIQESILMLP
 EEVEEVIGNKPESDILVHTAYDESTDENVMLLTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (L) – Nd4I-L1 - G1333-N:**

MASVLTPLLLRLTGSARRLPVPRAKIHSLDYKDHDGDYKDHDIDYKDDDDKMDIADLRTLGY
 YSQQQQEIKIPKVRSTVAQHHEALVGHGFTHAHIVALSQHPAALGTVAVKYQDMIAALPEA
 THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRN
 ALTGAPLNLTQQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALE
 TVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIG
 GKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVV
 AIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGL
 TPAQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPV
 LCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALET
 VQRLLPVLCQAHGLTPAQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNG
 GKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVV
 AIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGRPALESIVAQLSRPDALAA
 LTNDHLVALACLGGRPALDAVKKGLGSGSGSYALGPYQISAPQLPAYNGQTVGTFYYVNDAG
 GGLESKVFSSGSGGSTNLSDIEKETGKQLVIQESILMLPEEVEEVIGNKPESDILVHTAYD
 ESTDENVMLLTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (L) – Nd4I-L2 - G1333-N:**

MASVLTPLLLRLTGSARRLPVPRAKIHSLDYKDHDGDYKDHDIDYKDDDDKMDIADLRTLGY
 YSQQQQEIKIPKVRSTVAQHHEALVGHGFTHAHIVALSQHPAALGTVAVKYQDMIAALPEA
 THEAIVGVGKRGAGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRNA
 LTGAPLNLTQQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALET
 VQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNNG
 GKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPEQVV
 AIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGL
 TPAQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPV
 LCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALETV
 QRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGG
 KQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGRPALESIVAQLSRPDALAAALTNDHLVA
 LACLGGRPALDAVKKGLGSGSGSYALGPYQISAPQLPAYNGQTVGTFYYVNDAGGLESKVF
 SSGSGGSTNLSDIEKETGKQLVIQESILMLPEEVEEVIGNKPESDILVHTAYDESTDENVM
 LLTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (L) – Nd5-L1 - G1333-N:**

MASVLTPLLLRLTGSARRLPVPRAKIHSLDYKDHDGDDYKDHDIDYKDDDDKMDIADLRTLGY
 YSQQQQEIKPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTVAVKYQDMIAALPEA
 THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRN
 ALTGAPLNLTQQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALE
 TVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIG
 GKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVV
 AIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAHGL
 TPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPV
 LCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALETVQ
 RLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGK
 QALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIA
 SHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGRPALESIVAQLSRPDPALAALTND
 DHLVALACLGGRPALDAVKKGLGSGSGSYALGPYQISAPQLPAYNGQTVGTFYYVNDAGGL
 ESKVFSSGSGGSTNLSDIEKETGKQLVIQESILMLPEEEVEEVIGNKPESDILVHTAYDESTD
 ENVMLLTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (L) – Nd5-L2 - G1333-N:**

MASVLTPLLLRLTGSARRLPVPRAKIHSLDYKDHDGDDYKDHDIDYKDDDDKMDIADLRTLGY
 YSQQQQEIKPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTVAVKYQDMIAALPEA
 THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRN
 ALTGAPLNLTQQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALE
 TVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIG
 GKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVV
 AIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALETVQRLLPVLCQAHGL
 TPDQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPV
 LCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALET
 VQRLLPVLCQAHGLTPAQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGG
 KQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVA
 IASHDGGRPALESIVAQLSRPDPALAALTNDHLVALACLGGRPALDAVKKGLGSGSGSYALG
 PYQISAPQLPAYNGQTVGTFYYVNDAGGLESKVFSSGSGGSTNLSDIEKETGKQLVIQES
 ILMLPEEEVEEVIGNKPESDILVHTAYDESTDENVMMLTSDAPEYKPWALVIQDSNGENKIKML
 *

- **DdCBE (L) – Nd6-L1 - G1333-N:**

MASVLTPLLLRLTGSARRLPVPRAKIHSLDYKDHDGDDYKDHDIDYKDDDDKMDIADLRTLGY
 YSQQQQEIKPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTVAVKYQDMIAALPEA
 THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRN
 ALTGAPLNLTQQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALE
 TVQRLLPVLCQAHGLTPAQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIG
 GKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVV
 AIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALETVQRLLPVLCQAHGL
 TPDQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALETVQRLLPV
 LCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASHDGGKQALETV
 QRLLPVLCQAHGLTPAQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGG
 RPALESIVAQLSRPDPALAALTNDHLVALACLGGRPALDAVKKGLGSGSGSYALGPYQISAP
 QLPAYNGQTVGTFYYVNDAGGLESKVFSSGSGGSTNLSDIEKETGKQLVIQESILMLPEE
 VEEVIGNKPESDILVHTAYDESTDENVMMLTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (L) – Nd6-L2 - G1333-N:**

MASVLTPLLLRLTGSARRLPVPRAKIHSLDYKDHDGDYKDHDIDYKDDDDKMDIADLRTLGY
 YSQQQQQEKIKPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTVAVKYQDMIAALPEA
 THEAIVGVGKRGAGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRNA
 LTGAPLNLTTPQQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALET
 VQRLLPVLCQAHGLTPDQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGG
 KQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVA
 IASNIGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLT
 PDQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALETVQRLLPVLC
 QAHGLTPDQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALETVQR
 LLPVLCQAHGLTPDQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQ
 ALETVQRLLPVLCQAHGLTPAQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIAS
 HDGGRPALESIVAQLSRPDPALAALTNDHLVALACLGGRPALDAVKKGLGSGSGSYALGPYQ
 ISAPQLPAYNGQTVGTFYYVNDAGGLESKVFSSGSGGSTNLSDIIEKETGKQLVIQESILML
 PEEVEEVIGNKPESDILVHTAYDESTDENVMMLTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (L) – Cytb-L1 - G1333-N:**

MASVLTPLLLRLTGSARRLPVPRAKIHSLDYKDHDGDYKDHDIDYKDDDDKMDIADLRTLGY
 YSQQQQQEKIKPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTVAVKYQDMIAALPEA
 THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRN
 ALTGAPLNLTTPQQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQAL
 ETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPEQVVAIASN
 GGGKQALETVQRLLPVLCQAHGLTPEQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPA
 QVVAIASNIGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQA
 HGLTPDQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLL
 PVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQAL
 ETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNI
 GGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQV
 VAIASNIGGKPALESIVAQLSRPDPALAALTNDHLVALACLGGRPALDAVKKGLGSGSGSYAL
 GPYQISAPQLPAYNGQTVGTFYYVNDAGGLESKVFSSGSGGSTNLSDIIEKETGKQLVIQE
 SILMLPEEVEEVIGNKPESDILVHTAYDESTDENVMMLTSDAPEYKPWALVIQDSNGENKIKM
 L*

- **DdCBE (L) – Cytb-L2 - G1333-N:**

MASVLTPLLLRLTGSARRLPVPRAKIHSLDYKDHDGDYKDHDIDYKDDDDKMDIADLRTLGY
 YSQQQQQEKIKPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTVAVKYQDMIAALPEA
 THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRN
 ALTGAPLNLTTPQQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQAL
 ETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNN
 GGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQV
 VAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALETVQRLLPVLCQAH
 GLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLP
 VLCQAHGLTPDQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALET
 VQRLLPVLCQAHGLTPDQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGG
 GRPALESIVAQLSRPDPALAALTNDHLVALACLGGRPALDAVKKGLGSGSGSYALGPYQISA
 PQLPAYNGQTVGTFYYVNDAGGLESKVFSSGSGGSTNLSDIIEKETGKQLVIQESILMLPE
 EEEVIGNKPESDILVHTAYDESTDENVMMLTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (L) – Col-L1 - G1333-N:**

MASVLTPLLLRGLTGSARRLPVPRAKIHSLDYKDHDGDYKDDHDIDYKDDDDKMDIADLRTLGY
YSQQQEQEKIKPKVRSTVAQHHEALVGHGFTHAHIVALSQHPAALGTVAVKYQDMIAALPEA
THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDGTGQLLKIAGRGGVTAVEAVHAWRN
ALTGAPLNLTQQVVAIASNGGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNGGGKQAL
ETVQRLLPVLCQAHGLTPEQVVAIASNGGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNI
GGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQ
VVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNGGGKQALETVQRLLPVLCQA
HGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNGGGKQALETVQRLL
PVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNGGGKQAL
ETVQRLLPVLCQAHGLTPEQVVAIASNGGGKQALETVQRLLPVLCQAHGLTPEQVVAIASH
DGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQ
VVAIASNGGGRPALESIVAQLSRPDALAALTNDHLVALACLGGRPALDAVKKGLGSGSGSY
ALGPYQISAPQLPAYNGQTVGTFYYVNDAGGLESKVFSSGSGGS²TNLS²DIIEKETGKQLVI
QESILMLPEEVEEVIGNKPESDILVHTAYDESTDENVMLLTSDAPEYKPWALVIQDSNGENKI
KML²*

- **DdCBE (L) – Col-L2 - G1333-N:**

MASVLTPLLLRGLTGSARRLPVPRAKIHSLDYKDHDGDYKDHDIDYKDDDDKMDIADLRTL
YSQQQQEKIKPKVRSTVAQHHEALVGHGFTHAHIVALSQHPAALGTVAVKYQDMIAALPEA
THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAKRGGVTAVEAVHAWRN
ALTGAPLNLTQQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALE
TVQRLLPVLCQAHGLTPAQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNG
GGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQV
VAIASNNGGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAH
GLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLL
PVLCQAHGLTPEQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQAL
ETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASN
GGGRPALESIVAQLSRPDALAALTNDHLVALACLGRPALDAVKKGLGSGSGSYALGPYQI
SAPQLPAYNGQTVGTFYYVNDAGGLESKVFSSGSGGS¹TNLS²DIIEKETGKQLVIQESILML³
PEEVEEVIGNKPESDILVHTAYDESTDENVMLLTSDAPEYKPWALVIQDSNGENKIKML⁴*

- **DdCBE (L) – Coll-L1 - G1333-N:**

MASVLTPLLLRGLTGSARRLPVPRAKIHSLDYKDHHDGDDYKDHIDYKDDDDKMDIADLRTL
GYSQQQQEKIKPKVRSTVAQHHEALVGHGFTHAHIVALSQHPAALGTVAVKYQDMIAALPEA
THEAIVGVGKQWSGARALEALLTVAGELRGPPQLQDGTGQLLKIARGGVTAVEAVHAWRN
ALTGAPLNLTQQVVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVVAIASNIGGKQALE
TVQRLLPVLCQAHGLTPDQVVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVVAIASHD
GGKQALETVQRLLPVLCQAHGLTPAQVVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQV
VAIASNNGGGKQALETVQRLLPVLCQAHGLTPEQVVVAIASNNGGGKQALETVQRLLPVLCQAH
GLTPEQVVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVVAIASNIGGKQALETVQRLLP
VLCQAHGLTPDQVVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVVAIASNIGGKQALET
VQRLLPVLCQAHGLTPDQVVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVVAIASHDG
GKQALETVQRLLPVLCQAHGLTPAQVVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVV
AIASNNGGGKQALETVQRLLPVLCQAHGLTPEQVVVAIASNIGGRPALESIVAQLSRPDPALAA
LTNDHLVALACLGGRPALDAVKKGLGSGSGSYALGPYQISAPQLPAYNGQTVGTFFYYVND
A
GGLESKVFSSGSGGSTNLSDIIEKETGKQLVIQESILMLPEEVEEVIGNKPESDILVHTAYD
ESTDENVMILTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (L) – Coll-L2 - G1333-N:**

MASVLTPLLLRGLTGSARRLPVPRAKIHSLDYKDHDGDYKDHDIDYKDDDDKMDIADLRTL
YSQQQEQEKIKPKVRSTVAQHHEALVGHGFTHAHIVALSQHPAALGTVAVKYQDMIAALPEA
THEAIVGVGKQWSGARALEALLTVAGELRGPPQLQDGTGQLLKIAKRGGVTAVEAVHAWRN
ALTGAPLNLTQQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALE
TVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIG
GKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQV
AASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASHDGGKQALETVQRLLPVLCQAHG
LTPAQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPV
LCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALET
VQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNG
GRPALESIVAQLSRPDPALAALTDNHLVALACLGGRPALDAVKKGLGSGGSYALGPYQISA
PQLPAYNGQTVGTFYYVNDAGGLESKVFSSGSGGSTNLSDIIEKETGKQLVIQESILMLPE
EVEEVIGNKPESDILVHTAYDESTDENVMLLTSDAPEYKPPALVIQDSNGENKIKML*

- **DdCBE (L) – ColIII-L1 - G1333-N:**

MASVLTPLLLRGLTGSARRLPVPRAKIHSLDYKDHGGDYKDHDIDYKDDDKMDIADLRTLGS
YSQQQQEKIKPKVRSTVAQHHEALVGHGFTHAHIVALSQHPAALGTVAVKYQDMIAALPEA
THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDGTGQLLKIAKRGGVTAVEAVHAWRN
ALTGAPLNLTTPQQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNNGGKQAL
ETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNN
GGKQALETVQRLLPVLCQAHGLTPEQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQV
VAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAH
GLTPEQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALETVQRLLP
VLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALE
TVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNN
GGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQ
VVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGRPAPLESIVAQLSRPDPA
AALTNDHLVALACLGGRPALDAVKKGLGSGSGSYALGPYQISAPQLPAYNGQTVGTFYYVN
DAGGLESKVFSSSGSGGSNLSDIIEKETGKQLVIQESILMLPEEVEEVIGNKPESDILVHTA
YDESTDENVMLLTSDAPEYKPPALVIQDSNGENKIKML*

- **DdCBE (L) – ColIII-L2 - G1333-N:**

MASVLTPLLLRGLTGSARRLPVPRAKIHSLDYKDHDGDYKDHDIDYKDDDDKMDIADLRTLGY
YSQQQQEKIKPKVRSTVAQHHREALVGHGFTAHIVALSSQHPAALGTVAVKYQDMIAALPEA
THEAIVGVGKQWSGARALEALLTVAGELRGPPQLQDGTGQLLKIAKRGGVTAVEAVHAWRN
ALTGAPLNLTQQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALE
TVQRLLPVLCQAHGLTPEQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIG
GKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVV
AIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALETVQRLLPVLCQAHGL
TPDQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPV
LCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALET
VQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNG
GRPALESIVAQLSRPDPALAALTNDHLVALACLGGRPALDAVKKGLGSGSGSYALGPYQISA
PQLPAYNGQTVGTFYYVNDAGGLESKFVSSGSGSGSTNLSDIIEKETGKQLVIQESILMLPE
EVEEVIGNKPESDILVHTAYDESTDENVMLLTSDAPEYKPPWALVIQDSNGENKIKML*

- **DdCBE (L) – Atp6-L1 - G1333-N:**

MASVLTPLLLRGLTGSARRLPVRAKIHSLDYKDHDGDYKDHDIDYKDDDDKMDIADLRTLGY
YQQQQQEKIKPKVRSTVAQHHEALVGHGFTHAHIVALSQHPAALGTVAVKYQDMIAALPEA

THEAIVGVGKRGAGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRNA
 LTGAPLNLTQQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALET
 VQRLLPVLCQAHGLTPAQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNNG
 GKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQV
 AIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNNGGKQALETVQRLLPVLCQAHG
 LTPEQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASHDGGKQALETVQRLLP
 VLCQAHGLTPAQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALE
 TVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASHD
 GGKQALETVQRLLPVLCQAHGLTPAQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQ
 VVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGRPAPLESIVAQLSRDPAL
 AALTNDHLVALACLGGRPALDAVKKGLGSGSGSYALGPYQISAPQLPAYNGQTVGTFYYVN
 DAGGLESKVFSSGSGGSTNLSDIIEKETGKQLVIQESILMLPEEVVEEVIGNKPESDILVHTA
 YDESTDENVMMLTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (L) – Atp6-L2 - G1333-N:**

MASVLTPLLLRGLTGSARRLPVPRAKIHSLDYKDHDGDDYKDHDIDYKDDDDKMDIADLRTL
 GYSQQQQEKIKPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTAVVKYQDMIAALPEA
 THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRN
 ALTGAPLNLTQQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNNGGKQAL
 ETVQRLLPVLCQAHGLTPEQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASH
 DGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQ
 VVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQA
 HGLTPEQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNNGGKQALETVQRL
 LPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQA
 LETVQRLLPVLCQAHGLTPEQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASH
 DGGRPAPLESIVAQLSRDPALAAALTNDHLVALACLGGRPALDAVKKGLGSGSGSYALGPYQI
 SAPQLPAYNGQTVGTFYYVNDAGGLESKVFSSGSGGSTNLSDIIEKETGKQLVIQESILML
 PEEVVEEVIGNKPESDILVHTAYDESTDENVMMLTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (L) – Atp8-L1 - G1333-N:**

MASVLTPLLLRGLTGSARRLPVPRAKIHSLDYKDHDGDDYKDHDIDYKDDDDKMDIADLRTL
 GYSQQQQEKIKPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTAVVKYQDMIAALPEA
 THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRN
 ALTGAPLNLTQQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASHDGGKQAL
 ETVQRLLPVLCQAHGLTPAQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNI
 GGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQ
 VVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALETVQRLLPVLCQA
 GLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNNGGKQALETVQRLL
 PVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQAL
 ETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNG
 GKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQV
 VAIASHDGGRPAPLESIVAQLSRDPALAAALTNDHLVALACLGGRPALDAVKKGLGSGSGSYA
 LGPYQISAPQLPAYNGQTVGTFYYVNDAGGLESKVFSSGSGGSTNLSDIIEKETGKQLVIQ
 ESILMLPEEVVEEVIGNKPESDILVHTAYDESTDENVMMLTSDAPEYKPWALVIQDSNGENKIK
 ML*

- **DdCBE (L) – Atp8-L2 - G1333-N:**

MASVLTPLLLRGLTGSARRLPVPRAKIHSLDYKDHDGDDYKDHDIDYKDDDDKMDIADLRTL
 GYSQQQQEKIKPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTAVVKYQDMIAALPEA
 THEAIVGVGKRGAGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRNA

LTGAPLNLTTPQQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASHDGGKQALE
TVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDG
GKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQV
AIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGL
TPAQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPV
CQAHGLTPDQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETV
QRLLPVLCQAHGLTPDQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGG
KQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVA
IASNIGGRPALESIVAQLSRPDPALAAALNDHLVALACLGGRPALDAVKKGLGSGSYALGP
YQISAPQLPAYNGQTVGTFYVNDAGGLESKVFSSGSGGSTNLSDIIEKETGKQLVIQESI
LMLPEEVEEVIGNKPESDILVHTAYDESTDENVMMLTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (L) – Nd1-L1 - G1333-C:**

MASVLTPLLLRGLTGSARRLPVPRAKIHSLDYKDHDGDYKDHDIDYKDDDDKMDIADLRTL
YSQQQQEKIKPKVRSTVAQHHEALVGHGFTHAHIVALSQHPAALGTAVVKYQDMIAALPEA
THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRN
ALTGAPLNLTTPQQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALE
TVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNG
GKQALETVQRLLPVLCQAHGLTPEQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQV
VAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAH
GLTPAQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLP
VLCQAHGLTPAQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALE
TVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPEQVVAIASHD
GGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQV
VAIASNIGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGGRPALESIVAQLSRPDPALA
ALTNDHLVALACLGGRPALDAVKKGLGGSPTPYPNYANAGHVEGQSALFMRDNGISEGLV
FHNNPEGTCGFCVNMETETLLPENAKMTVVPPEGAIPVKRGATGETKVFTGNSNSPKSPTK
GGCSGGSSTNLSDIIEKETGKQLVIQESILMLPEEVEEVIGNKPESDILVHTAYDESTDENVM
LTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (L) – Nd1-L2 - G1333-C:**

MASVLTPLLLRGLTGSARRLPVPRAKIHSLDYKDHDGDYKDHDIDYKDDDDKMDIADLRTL
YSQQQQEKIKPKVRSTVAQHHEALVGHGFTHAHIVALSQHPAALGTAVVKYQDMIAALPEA
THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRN
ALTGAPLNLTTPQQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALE
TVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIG
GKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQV
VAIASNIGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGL
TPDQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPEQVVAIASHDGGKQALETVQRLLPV
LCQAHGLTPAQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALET
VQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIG
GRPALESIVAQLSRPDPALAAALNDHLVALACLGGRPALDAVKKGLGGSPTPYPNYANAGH
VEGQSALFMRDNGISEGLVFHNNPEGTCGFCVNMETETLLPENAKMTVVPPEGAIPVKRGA
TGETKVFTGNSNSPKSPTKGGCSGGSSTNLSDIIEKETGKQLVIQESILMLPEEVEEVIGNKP
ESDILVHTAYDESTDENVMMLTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (L) – Nd2-L1 - G1333-C:**

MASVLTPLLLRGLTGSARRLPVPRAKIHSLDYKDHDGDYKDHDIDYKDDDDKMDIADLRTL
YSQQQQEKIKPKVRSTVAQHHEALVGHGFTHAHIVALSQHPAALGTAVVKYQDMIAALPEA

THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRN
 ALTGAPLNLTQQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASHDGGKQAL
 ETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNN
 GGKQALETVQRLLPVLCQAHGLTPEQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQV
 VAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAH
 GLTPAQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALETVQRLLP
 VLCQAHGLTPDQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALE
 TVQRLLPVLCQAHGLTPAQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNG
 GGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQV
 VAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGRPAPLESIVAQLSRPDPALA
 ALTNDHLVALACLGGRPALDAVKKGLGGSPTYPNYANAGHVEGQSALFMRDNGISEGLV
 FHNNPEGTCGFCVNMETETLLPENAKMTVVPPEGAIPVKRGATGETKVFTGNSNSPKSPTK
 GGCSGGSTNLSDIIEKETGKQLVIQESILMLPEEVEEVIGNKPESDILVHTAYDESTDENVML
 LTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (L) – Nd2-L2 - G1333-C:**

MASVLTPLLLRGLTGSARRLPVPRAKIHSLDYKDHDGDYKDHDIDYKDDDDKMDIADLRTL
 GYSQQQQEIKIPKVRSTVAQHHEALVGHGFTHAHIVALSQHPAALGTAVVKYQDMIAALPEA
 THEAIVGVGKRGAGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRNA
 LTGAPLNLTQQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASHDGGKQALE
 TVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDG
 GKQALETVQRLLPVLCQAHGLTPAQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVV
 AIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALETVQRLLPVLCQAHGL
 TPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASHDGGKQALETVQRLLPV
 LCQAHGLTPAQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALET
 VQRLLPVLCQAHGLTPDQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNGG
 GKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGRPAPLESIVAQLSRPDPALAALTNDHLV
 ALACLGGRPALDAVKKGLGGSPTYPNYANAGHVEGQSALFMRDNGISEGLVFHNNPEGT
 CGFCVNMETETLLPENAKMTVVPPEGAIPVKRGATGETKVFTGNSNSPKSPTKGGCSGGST
 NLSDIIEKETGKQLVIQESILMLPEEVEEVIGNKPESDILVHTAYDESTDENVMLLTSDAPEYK
 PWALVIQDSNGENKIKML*

- **DdCBE (L) – Nd3-L1 - G1333-C:**

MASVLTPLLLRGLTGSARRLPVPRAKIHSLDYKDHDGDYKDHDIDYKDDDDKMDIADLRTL
 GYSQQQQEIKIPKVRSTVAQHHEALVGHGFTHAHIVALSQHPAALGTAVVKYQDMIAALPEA
 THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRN
 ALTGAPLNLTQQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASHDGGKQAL
 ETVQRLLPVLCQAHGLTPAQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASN
 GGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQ
 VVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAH
 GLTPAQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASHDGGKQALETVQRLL
 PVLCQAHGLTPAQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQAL
 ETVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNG
 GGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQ
 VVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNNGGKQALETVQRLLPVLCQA
 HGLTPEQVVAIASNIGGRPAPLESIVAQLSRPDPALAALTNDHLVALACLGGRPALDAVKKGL
 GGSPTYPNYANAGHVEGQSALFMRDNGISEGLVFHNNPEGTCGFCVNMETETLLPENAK
 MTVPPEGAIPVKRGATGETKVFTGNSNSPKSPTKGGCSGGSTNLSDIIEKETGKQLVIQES
 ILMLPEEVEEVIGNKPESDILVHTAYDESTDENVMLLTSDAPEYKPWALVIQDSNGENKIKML
 *

- **DdCBE (L) – Nd3-L2 - G1333-C:**

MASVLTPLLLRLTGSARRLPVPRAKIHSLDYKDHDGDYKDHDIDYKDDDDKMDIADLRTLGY
 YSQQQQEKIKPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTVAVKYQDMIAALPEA
 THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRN
 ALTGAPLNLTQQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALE
 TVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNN
 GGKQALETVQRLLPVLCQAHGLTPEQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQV
 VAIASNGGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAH
 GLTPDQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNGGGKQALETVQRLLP
 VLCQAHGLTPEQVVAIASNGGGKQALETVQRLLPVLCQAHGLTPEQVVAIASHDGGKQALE
 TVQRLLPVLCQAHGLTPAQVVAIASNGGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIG
 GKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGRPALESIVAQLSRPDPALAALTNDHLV
 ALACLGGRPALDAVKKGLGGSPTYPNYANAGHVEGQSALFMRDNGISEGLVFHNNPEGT
 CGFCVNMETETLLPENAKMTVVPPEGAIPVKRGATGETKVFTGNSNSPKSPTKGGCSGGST
 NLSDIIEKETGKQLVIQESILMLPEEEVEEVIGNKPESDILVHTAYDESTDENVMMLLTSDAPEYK
 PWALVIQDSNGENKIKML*

- **DdCBE (L) – Nd4-L1 - G1333-C:**

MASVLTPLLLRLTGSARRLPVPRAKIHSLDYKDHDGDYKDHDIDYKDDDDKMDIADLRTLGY
 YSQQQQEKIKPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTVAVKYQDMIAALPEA
 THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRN
 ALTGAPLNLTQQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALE
 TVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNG
 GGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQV
 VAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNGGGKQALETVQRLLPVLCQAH
 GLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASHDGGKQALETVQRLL
 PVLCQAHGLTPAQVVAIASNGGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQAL
 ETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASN
 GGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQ
 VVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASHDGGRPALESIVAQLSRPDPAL
 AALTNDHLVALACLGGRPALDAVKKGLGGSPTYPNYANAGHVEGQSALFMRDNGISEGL
 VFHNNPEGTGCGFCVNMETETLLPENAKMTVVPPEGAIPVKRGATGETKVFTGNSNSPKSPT
 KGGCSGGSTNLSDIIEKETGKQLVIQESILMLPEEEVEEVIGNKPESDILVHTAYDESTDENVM
 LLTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (L) – Nd4-L2 - G1333-C:**

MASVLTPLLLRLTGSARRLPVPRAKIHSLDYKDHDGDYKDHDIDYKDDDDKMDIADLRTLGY
 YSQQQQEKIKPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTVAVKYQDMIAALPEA
 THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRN
 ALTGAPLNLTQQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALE
 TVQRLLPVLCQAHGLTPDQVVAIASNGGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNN
 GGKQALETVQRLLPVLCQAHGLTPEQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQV
 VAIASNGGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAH
 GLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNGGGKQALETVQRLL
 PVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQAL
 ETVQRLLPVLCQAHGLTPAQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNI
 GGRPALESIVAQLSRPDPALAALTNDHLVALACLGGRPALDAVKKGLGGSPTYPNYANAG
 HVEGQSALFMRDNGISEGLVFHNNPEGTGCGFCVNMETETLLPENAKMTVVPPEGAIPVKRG
 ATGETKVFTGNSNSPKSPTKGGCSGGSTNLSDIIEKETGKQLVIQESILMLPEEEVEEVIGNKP
 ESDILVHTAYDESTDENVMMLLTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (L) – Nd4I-L1 - G1333-C:**

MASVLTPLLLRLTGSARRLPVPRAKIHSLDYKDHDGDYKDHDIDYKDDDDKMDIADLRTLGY
 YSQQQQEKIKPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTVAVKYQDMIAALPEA
 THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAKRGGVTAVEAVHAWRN
 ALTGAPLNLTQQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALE
 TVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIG
 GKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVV
 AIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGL
 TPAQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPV
 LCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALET
 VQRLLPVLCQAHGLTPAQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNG
 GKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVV
 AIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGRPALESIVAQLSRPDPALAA
 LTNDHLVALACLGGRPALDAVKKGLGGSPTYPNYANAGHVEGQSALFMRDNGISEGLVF
 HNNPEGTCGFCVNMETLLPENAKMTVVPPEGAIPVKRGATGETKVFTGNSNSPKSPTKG
 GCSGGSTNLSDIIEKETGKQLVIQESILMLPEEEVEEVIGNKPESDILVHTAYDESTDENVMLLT
 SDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (L) – Nd4I-L2 - G1333-C:**

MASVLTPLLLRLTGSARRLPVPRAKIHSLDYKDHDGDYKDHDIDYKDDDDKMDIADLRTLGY
 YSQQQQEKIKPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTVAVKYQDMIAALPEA
 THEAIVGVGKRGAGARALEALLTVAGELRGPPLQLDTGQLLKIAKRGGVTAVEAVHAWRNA
 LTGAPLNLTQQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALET
 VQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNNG
 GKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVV
 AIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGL
 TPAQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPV
 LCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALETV
 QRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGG
 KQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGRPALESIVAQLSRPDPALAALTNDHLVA
 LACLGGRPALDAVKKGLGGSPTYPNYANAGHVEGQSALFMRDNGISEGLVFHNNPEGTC
 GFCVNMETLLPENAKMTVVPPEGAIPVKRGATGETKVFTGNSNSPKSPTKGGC
 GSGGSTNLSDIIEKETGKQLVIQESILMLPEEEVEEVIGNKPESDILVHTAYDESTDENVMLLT
 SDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (L) – Nd5-L1 - G1333-C:**

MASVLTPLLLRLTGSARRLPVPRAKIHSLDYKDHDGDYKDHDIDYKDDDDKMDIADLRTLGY
 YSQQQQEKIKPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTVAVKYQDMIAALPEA
 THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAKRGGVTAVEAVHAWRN
 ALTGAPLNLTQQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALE
 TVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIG
 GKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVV
 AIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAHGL
 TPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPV
 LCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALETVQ
 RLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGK
 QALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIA
 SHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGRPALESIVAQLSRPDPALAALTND
 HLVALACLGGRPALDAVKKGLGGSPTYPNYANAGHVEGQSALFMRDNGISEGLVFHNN
 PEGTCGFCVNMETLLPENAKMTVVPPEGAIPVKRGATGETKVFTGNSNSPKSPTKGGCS

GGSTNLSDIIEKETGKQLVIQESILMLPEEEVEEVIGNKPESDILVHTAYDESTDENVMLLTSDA
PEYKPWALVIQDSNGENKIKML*

- **DdCBE (L) – Nd5-L2 - G1333-C:**

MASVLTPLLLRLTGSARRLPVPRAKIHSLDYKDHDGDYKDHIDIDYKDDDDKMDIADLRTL
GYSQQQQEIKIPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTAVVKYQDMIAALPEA
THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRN
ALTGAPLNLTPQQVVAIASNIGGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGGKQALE
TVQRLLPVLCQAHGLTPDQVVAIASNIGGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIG
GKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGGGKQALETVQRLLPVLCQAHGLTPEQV
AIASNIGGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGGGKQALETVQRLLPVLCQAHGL
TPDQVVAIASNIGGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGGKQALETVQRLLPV
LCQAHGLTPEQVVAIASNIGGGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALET
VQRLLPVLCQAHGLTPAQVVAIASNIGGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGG
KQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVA
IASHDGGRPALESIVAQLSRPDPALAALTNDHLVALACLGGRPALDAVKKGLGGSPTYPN
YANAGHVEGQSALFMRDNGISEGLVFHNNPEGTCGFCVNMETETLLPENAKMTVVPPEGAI
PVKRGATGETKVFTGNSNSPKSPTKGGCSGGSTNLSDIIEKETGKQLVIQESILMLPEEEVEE
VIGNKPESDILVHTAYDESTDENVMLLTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (L) – Nd6-L1 - G1333-C:**

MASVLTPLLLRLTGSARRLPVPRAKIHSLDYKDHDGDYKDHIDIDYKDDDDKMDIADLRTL
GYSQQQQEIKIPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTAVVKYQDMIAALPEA
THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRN
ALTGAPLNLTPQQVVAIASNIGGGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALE
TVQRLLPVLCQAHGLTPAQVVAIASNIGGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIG
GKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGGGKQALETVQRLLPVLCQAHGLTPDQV
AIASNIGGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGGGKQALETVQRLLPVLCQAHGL
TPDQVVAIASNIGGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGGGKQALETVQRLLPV
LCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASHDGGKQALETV
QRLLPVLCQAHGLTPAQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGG
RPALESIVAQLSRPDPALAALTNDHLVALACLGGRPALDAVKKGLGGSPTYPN
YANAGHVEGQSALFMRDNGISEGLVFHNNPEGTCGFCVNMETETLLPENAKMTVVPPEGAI
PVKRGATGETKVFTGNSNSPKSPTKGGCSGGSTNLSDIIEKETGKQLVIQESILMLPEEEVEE
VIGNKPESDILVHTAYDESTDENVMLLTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (L) – Nd6-L2 - G1333-C:**

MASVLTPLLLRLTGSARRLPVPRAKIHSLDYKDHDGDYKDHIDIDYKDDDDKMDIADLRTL
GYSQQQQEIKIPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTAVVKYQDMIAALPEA
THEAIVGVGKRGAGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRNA
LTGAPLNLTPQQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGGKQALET
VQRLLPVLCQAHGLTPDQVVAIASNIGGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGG
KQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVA
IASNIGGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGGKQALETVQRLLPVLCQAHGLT
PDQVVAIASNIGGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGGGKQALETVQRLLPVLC
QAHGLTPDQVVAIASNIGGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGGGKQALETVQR
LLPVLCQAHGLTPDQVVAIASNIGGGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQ
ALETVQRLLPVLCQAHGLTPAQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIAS
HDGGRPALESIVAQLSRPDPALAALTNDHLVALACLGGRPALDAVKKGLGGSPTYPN
YAN

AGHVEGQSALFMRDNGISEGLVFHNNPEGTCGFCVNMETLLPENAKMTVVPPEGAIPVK
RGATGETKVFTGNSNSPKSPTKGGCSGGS^{TNLS}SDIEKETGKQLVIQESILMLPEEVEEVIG
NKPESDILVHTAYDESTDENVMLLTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (L) – Cytb-L1 - G1333-C:**

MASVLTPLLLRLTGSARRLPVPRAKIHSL^{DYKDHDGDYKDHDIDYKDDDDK}MDIADLRTL
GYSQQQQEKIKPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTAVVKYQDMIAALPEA
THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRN
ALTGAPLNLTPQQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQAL
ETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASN
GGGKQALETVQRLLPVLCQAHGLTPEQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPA
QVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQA
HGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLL
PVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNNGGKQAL
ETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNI
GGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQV
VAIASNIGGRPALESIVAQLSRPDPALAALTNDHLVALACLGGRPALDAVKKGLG^{GSPTYP}
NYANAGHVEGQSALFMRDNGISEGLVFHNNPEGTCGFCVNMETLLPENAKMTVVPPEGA
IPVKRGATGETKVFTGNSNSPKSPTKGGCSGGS^{TNLS}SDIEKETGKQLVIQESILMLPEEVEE
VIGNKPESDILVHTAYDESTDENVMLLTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (L) – Cytb-L2 - G1333-C:**

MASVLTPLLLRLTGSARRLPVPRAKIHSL^{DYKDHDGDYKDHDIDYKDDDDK}MDIADLRTL
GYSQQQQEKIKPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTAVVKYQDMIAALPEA
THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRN
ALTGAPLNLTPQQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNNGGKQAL
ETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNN
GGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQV
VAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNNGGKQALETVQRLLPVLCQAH
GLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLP
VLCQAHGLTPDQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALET
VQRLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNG
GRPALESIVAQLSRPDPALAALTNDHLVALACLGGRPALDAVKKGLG^{GSPTYP}NYANAGH
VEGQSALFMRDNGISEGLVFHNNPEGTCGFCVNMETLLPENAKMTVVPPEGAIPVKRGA
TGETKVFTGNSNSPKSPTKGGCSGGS^{TNLS}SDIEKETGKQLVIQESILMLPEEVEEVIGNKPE
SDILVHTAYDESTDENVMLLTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (L) – Col-L1 - G1333-C:**

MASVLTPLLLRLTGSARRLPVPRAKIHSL^{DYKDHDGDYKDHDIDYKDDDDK}MDIADLRTL
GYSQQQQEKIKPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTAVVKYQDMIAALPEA
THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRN
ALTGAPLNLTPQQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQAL
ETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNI
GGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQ
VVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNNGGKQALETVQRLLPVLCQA
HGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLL
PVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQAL
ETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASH
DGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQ
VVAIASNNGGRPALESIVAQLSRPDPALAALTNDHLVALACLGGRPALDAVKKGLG^{GSPTP}

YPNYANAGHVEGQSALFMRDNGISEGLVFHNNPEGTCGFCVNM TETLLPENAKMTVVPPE
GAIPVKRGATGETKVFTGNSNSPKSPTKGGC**SGGS**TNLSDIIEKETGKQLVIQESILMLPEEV
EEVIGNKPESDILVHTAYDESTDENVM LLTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (L) – Col-L2 - G1333-C:**

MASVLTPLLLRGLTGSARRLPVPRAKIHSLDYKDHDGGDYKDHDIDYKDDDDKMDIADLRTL
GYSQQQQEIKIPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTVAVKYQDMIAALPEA
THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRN
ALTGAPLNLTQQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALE
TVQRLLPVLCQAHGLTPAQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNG
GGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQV
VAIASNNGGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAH
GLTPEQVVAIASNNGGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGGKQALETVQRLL
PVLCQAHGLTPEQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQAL
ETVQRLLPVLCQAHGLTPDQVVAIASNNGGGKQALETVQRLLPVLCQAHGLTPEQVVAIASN
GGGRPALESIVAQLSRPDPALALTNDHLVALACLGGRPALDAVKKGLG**GSPTYP**PNYANA
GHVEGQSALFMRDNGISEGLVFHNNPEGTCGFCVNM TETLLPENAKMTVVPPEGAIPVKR
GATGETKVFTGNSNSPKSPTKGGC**SGGS**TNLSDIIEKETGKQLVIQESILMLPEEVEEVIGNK
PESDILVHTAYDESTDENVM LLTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (L) – Coll-L1 - G1333-C:**

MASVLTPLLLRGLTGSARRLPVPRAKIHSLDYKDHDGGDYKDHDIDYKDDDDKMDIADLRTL
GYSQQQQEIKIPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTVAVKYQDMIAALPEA
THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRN
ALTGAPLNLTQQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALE
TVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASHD
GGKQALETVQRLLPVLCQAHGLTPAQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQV
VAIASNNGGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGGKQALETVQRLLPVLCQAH
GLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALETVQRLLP
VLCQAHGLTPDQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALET
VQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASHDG
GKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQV
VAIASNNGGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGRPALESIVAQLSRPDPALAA
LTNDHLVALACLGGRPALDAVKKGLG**GSPTYP**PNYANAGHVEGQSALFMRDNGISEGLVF
HNNPEGTCGFCVNM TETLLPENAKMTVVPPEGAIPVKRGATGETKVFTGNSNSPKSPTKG
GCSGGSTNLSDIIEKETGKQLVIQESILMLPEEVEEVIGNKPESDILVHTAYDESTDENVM LLT
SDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (L) – Coll-L2 - G1333-C:**

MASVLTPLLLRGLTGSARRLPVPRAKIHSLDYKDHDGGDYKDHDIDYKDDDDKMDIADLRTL
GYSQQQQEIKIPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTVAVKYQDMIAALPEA
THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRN
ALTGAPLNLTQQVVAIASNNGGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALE
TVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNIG
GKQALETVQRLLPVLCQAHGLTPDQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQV
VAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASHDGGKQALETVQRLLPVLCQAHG
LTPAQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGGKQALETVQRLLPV
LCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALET
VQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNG

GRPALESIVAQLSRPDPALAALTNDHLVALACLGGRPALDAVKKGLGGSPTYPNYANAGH
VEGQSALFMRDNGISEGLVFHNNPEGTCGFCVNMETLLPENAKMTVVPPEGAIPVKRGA
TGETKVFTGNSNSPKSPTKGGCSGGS^{TNLS}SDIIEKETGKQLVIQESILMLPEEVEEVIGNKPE
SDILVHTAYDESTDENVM^{LLT}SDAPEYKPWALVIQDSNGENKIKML^{*}

- **DdCBE (L) – ColII-L1 - G1333-C:**

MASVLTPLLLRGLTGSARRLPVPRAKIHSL^{DYKD}H^{HD}G^{DYKD}H^{HD}ID^{YK}DDDDKMDIADLRTL
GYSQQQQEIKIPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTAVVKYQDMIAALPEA
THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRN
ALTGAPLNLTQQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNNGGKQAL
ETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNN
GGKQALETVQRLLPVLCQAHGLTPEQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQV
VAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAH
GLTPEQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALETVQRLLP
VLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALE
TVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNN
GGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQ
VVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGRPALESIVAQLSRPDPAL
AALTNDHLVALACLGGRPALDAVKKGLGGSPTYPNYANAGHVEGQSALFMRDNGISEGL
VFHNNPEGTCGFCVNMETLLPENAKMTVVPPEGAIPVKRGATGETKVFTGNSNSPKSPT
KGGCSGGS^{TNLS}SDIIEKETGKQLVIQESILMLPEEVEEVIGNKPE^{SDIL}VHTAYDESTDENVM
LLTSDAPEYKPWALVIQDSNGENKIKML^{*}

- **DdCBE (L) – ColII-L2 - G1333-C:**

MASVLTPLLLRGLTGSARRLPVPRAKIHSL^{DYKD}H^{HD}G^{DYKD}H^{HD}ID^{YK}DDDDKMDIADLRTL
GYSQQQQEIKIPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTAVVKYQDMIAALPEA
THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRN
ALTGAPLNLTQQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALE
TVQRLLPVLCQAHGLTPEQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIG
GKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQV
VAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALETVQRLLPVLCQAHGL
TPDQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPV
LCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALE
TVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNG
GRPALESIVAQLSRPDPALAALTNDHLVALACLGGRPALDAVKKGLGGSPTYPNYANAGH
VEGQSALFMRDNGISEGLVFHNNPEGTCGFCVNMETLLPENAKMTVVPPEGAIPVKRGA
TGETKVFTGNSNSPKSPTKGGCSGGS^{TNLS}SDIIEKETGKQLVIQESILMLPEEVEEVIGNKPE
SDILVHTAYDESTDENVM^{LLT}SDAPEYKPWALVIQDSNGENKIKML^{*}

- **DdCBE (L) – Atp6-L1 - G1333-C:**

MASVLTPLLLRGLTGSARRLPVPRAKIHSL^{DYKD}H^{HD}G^{DYKD}H^{HD}ID^{YK}DDDDKMDIADLRTL
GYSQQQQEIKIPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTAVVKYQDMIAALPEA
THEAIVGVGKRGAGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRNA
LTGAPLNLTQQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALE
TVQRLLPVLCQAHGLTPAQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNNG
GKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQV
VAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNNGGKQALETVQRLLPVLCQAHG
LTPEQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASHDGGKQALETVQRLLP
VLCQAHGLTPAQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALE
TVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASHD
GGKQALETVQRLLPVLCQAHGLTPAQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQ

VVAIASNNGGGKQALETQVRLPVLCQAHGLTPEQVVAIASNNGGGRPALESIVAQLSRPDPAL
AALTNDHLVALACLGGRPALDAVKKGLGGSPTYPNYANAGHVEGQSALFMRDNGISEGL
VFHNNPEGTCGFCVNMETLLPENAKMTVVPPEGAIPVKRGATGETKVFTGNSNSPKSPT
KGGCSGGS^{TNLS}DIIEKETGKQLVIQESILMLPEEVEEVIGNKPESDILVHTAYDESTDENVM
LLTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (L) – Atp6-L2 - G1333-C:**

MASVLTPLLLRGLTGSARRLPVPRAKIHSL^{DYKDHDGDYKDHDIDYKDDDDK}MDIADLRTL
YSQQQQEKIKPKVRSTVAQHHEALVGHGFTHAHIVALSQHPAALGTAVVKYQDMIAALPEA
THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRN
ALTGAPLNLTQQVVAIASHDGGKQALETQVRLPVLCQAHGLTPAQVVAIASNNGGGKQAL
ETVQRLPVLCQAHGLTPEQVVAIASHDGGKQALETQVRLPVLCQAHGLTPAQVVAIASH
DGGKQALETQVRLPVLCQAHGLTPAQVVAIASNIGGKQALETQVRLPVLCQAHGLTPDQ
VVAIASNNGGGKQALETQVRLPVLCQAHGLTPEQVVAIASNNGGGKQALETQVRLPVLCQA
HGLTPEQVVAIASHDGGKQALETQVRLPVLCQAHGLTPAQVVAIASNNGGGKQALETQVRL
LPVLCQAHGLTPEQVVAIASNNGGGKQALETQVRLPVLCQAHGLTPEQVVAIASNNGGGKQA
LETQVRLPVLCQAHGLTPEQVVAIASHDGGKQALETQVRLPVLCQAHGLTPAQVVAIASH
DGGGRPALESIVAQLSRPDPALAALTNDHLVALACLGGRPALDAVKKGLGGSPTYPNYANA
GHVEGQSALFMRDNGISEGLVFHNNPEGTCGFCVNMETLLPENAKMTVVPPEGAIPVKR
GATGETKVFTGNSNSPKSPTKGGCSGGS^{TNLS}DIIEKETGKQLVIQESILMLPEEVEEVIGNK
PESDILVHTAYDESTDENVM^{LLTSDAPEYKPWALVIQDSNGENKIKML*}

- **DdCBE (L) – Atp8-L1 - G1333-C:**

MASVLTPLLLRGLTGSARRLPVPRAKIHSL^{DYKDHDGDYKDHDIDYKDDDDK}MDIADLRTL
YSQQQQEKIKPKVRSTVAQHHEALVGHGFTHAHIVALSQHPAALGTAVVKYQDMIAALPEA
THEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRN
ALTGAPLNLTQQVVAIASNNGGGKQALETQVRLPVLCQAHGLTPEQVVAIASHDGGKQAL
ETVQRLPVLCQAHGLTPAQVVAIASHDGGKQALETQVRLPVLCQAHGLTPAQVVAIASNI
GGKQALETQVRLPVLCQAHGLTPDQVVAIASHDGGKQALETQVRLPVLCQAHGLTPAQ
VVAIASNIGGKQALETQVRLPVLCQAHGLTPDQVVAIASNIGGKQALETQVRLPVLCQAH
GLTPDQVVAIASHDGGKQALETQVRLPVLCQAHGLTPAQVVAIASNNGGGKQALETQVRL
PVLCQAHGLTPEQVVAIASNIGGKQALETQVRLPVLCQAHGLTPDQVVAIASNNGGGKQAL
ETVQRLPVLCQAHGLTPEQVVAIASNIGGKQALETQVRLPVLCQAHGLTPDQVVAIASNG
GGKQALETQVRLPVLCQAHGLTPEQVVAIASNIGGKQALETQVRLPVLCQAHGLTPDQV
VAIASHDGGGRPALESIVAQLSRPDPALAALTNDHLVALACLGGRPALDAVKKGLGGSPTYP
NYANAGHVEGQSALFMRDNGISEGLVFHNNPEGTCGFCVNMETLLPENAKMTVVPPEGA
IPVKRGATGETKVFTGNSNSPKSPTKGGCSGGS^{TNLS}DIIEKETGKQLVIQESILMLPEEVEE
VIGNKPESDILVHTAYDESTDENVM^{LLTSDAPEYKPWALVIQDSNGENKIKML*}

- **DdCBE (L) – Atp8-L2 - G1333-C:**

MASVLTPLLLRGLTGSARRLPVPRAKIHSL^{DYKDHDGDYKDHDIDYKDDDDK}MDIADLRTL
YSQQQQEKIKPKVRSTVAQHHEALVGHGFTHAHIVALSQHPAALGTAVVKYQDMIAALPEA
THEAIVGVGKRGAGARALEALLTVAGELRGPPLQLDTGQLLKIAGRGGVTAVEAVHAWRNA
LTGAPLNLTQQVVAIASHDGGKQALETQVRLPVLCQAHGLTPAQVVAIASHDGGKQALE
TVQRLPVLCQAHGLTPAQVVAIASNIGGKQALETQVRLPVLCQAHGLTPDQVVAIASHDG
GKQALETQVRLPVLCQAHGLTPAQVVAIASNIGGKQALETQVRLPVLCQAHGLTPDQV
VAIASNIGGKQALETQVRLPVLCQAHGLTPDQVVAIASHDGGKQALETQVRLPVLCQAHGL
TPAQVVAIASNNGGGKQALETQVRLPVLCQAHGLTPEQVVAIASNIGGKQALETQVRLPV
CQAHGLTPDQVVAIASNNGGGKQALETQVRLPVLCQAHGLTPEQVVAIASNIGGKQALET
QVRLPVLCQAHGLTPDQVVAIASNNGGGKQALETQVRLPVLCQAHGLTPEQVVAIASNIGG

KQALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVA
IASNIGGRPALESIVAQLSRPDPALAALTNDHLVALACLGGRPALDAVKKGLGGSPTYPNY
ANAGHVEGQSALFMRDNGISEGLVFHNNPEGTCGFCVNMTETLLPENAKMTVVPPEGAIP
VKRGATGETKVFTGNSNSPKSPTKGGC~~SGGS~~TNLS~~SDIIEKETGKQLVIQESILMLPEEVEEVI~~
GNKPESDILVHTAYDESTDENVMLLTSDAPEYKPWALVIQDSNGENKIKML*

The halves used to target the H-strand - **DdCBE (H)** – have the general architecture of (from N- to C-terminus):

SOD2 MTS – **3xHA** – **TALE** – 2aa linker – **DddAtox split** – 4aa linker – **UGI***

- **DdCBE (H) – Nd1-H1 - G1333-N:**

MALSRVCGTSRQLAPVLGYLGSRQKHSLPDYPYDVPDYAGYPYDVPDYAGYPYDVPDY
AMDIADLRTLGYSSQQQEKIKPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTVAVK
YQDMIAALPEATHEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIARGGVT
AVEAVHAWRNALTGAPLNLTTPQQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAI
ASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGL
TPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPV
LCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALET
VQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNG
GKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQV
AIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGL
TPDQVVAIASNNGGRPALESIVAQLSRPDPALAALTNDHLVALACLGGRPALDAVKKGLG
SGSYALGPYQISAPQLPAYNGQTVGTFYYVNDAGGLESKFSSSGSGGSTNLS~~SDIIEKETG~~
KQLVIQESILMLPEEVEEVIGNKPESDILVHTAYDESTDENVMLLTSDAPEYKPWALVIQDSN
GENKIKML*

- **DdCBE (H) – Nd1-H2 - G1333-N:**

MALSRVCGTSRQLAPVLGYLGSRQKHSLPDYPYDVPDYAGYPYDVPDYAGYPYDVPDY
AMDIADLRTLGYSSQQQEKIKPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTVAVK
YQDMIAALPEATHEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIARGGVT
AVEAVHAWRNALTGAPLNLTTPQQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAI
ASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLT
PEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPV
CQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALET
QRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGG
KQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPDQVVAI
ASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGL
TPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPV
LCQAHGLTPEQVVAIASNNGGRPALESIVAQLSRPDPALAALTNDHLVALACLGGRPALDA
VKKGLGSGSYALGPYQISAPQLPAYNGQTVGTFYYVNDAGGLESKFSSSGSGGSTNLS
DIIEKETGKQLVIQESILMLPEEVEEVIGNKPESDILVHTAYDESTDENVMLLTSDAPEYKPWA
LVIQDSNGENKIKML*

- **DdCBE (H) – Nd2-H1 - G1333-N:**

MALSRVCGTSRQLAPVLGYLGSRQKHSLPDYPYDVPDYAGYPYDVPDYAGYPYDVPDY
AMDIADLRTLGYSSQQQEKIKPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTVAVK

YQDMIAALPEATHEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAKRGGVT
 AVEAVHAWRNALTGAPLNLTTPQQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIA
 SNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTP
 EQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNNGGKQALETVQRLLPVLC
 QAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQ
 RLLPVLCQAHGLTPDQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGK
 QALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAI
 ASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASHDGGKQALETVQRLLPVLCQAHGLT
 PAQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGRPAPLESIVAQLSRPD
 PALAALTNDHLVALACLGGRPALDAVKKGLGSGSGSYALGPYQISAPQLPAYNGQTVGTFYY
 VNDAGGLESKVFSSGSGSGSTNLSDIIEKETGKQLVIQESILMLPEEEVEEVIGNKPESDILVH
 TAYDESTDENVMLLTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (H) – Nd2-H2 - G1333-N:**

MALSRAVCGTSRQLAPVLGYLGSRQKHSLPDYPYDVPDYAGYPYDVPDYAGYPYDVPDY
 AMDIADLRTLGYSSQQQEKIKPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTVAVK
 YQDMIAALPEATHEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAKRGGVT
 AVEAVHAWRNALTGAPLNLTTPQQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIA
 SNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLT
 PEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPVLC
 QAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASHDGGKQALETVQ
 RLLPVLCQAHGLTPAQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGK
 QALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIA
 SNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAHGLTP
 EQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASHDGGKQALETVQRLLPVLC
 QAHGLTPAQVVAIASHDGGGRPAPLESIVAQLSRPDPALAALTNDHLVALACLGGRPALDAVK
 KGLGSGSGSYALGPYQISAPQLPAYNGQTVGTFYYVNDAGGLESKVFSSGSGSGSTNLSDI
 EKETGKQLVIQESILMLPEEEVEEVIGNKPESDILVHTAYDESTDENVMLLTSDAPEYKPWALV
 IQDSNGENKIKML*

- **DdCBE (H) – Nd3-H1 - G1333-N:**

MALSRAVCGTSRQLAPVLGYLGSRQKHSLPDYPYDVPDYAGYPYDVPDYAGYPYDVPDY
 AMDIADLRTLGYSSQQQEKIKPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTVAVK
 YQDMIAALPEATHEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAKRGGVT
 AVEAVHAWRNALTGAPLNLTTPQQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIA
 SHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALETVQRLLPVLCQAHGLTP
 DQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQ
 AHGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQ
 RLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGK
 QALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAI
 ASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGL
 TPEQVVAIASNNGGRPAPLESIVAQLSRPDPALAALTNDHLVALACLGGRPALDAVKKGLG
 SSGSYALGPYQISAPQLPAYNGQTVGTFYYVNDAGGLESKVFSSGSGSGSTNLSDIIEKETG
 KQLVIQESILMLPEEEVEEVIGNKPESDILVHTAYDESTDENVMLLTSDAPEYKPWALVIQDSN
 GENKIKML*

- **DdCBE (H) – Nd3-H2 - G1333-N:**

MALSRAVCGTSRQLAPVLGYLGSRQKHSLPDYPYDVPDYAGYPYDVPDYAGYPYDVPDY
 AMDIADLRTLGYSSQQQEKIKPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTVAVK
 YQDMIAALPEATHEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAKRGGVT
 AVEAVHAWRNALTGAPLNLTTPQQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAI

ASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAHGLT
 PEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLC
 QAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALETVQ
 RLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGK
 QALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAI
 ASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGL
 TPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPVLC
 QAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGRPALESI
 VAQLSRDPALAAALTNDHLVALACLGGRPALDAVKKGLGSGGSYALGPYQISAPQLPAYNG
 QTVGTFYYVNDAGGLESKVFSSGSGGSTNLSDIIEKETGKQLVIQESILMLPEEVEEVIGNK
 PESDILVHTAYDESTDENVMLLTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (H) – Nd4-H1 - G1333-N:**

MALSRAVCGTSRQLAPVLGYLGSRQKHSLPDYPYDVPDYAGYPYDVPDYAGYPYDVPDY
 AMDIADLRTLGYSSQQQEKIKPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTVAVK
 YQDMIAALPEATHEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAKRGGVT
 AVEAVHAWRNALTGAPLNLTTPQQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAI
 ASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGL
 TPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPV
 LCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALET
 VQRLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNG
 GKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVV
 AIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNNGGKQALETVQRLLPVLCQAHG
 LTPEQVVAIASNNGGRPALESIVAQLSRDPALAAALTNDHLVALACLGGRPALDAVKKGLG
 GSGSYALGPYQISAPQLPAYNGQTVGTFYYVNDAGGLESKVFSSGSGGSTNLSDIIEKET
 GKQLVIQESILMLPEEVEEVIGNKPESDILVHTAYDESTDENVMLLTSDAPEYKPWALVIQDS
 NGENKIKML*

- **DdCBE (H) – Nd4-H2 - G1333-N:**

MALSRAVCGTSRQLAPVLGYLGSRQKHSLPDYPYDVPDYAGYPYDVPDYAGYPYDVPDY
 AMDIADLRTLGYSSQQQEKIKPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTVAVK
 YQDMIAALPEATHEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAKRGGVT
 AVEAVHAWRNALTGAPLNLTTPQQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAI
 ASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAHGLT
 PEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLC
 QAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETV
 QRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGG
 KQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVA
 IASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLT
 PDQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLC
 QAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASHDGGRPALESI
 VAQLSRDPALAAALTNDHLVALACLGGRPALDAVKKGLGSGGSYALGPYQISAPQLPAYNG
 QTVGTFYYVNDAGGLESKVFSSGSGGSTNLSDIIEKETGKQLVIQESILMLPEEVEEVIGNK
 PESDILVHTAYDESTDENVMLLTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (H) – Nd4I-H1 - G1333-N:**

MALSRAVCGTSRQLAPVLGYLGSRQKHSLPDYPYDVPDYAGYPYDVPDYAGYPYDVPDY
 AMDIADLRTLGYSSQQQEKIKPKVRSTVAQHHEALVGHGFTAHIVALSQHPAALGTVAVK
 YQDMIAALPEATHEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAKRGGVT
 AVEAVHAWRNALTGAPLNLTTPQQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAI
 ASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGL

- **DdCBE (H) – Nd4I-H2 - G1333-N:**

- **DdCBE (H) – Nd5-H1 - G1333-N:**

- DdCBE (H) – Nd5-H2 - **G1333-N**:

22

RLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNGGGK
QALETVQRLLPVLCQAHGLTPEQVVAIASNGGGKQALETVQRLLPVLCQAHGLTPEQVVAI
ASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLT
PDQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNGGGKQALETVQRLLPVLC
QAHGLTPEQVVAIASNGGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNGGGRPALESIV
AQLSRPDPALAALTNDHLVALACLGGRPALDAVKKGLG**GS**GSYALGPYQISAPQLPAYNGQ
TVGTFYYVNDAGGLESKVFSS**GS**GS**TN**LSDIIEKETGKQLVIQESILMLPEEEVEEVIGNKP
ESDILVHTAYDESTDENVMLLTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (H) – Nd6-H1 - G1333-C:**

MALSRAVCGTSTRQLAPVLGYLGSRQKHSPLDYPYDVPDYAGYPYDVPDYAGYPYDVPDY
AMDIA DLRTL GYSQQQKEIKPKV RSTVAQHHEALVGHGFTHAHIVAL SQHPAALGTVAVK
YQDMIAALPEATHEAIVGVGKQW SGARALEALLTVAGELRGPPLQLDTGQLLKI A KRGGVT
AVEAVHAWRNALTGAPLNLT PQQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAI
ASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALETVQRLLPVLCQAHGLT
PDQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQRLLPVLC
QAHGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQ
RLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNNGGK
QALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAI
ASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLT
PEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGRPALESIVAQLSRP
DPALAAL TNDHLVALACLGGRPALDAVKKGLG **GS**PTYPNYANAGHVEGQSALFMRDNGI
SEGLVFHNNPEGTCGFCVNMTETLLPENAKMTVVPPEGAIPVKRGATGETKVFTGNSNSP
KSPTKGGC **SGGS**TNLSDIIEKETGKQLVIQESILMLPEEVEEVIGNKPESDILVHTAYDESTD
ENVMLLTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (H) – Nd6-H2 - G1333-C:**

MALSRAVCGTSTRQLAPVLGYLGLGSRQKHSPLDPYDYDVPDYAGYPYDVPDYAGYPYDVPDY
AMDIA DLRTL GYSQQQKEIKPKV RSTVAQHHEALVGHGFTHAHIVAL SQHPAALGTVAVK
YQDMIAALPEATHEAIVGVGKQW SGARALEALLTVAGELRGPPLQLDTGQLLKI AKRGGVT
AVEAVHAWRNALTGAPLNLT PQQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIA
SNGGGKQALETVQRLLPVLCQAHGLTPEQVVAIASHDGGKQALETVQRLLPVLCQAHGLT
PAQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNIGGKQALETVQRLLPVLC
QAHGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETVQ
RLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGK
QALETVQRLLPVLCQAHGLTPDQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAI
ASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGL
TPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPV
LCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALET
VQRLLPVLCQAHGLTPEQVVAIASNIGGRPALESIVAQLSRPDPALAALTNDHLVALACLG
R PALDAVKKGLG **GS**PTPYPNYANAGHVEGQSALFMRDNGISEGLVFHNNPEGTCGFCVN
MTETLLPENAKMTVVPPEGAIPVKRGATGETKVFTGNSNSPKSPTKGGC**SGGS**TNLSDIIEK
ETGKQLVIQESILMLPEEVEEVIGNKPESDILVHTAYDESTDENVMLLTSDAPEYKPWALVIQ
DSNGENKIKML*

- **DdCBE (H) – Cytb-H1 - G1333-N:**

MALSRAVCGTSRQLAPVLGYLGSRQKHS~~LPD~~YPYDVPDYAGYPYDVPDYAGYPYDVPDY
AMD~~IAD~~LRTLGY~~SQQQ~~EKIKPKV~~RST~~VAQHHEALVGHGFT~~HA~~HI~~VAL~~SQH~~PAAL~~GT~~VAV~~K
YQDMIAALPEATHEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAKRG~~GVT~~
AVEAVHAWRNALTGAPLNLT~~PQ~~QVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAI
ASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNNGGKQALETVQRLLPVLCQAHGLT
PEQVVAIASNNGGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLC

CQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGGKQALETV
 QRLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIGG
 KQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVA
 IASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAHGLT
 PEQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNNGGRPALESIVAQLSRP
 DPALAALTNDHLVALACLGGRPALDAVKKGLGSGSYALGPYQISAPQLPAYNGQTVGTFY
 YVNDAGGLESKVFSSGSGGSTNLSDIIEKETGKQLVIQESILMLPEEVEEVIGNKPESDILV
 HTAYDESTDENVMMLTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (H) – Cytb-H2 - G1333-N:**

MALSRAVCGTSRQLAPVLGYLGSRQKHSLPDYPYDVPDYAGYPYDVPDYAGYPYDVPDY
 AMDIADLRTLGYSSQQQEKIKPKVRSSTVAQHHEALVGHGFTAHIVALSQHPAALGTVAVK
 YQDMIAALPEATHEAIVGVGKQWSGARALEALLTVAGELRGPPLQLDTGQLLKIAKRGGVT
 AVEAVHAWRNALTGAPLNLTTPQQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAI
 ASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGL
 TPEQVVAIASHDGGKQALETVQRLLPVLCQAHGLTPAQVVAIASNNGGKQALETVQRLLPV
 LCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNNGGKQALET
 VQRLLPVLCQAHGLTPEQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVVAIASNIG
 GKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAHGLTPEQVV
 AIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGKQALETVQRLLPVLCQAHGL
 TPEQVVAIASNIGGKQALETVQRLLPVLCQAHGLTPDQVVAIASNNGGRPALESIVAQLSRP
 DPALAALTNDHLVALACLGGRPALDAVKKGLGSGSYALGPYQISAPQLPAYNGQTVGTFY
 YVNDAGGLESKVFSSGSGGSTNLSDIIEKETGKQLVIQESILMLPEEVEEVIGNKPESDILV
 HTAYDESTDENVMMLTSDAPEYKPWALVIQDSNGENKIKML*

- **DdCBE (H) – Col-H1 - G1333-N:**

How the deposited data were processed for this re-analysis (not part of the article)

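The deposited tables describe mtDNA of NIH/3T3 mouse fibroblasts and of mouse ear biopsies after DdCBE treatment. Of 205 samples, 196 have values in the tables and 9 nuclear samples have none, so the nuclear off-target results were not analysed here. The tables hold 217 entries that belong to these samples, some of them in more than 1 table, and 13 further entries that match no sample record and were kept out of every result before the closing section. No value of a sample that stands in more than 1 table differs between tables (0 of them).

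For the percent values, the authors amplified mtDNA by long-range PCR as 2 overlapping amplicons, made Nextera XT libraries, sequenced them on MiSeq or NovaSeq instruments, trimmed the reads with Trim Galore 0.6.6 (Cutadapt 3.5), aligned them with Bowtie 2 to chromosome M of GRCm38, piled them up with samtools 1.12 and called base frequencies with VarScan 2. The on-target percentages, as deposited, are the share of reads with the edited base at the target, and the off-target percentages are an average of C:G-to-T:A changes over the mtDNA; which positions enter that average, and whether the target is among them, is not stated in the paper or its supplement. For mice the authors also give this percentage with a cutoff at 1%, which Fig. 6 shows. The coverage values, as deposited, are the mean depth of each sample without normalization. The off-target score was made by the authors from off-target frequencies above fixed limits, with extra weight on the strong ones, divided by the squared on-target value; it was taken from Supplementary Dataset 1 and used only for ranks and named pairs, and the quality score of the deposited tables was not used here.

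Means, SDs (n - 1), ratios to empty vectors, differences, correlations and permutation tests were computed from these values with python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, biopython 1.88 and matplotlib 3.10.9. No sample was filtered and no value transformed in the main results. The target sites were located in the reference mtDNA of GRCm38, the build the authors name, and codons were read with the vertebrate mitochondrial code. Positions of Supplementary Dataset 2 were checked base by base against that sequence.

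Mean coverage per sample was 92.6 to 18082 in the screen, 2561 to 96891 in the 14-d experiment, 1734 to 19446 in the 2-plasmid-HHR samples, 148 to 7117 in the Tandem and Tandem-HHR samples, 103 to 5912 in the stable lines and 234 to 14980 in mice. Since the depth at each target is not given, no binomial interval was computed, and the spread between samples is the only error shown. The screen has 1 sample per pair and therefore no error.

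Samples were grouped by their labels; sequencing runs come from Supplementary Dataset 1 and the deposited tables and are here called MS1 to MS5 and NS1. Where labels and paper differ in the day, the passages give both. Groups of 3 were compared by exact permutation tests, for which p cannot go below 0.10. The 4 formats were compared by permuting labels within the 4 constructs (160000 splits), edited samples against empty vectors over 455 splits, the stable lines by a sign-flip test over 4 constructs, and the mouse litters by exact permutation. Pearson and Spearman correlations over 10 or more units used 100000 random permutations with a fixed seed. All tests were two-sided unless stated, at a threshold of 0.05, with Benjamini-Hochberg adjustment within the families named at each result. The exact tests were tested on simulated data without a difference, where they gave p at or below the threshold in close to or fewer than the nominal share of draws. The simulated values were independent, without shared empty vectors or linked replicates.

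The items named in the text follow a rule set before the data were examined: all 13 genes of the 14-d experiment; all 4 constructs of Nd3, Cytb, CoII and Atp6 elsewhere; of the 52 screening pairs the lead pairs, the 3 highest and 3 lowest on target, the 3 highest by off-target percentage, the 3 highest by score and any pair with a coverage under 100; and of mtDNA off-target positions those listed for 2 or more constructs in Supplementary Dataset 2, whose values are the paper's and had been seen. Atp6 pairs 76 and 50 are also compared by score because the lead is not the first there, a choice made after their values were seen. Alternatives covered the reference empty vector, ratio against difference, mean against median, linear against log or logit scale, coverage, leaving out replicates, animals or constructs, single days, sequencing runs and the choice of the Nd6 lead; others, among them the set of a replicate number as the unit, were added after the data were seen.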

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

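Every explanation test in this part was chosen after the result it concerns had been seen; the rules that singled out the results were fixed before.

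In F3, animal CVBC6.1f stood far above its litter in off-target editing with the 1% cutoff (0.0534%). It was 1 of 30 comparisons of a highest or lowest sample with its group, of which chance alone singles out about 1 in 20 groups.

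In the stable lines, the difference in off-target fold between Tandem-HHR and Tandem had a different sign by construct on every day: it was 0.176 for Cytb, higher with the ribozyme on 3 of 3 days, and -0.143 for CoII and -1.35 for Atp6, lower on 3 of 3 days. The difference between constructs was not tested.

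The paper's Supplementary Dataset 3 does not list 3 F0 animals with reads carrying m.8069 G > A: CVBC1.1b (1.27%), CVBC2.1g (0.615%) and CVBC2.1e (0.0503%), against 0 in the WT animals. The value of CVBC2.1e is below that animal's own average C:G-to-T:A percentage (0.103%), and its coverage of 6227 is higher than the 600 to 1297 of the WT animals, where so small a share can read as 0.

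The deposited tables hold a further day of the stable lines, day 49, on which the paper does not report. Off-target editing was above the empty-vector line of that day by 1.11-fold in Nd3 Tandem, 1.19-fold in CoII Tandem, 2.71-fold in Atp6 Tandem, 1.36-fold in Cytb Tandem-HHR, 1.17-fold in CoII Tandem-HHR and 1.24-fold in Atp6 Tandem-HHR, each also above every other day of the empty-vector line. Nd3 Tandem-HHR (0.976-fold) and Cytb Tandem (0.949-fold) lay below the empty-vector line of that day. All of these are single samples without replicates, and the empty-vector sample of that day had a mean coverage of 126.

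The lower off-target fold of the ribozyme and Tandem formats stands on empty vectors from other sequencing runs, which coincide with the formats. The empty Tandem vector was 4.55-fold higher in run MS5 than in the table entries of the same name in run NS1 (0.157% and 0.0345%, 3 each; exact permutation p = 0.10, the smallest possible), so a higher background of the run may account for part of the lower fold. If the 2-plasmid excess were set on the empty vectors of the other runs, the mean fold would be 1.86, 1.82 and 1.82, where 1.44, 1.55 and 1.12 were measured. If the background of a run only adds to the average, it is argued against as the whole cause. In percentage points above the empty vector, the 2-plasmid format exceeded 2-plasmid-HHR by 0.0624, Tandem by 0.0433 and Tandem-HHR by 0.110 (exact permutation p = 1.25e-05, 0.0001 and 1.25e-05). At most 79.4% was kept in any of 12 combinations. Whether the background only adds was not tested. Run and, by the labels, day go with the format, so these p-values cannot assign the lower excess to the format. All 40 of 40 sites of Supplementary Dataset 2 were lower too (the paper's values; median ratios 1.84, 2.17 and 9.31), but these are lists of top sites chosen on these samples, which favours a fall elsewhere.

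Within the F1 litter, off-target editing with the 1% cutoff rose with heteroplasmy (6 animals), whereas without the cutoff r was -0.338 (exact permutation p = 0.50). Mean coverage is argued against as the cause, since the partial correlation given coverage was 0.992. If the target were counted in the average over all C:G pairs, the slope times their number would be 1, and it was 1.34 (1.21 to 1.43 leaving out 1 animal each). After subtracting that share, r was 0.909 (exact permutation p = 0.0083), so edits carried along with the target might contribute to the value with the cutoff. The positions that enter the average are not stated, so counting of the target and linked edits cannot be told apart.

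In F2 and F3, the animals with the highest off-target editing with the 1% cutoff, CVBC6.1f among them, were those with the lowest coverage (3 of 3). Over the 11 animals, r with coverage was -0.860 (permutation p = 0.00015, and 0.00013 in another draw of random permutations), and without the cutoff it was -0.104 (p = 0.76), so noise at low depth that passes the cutoff is a candidate explanation. The heteroplasmy of the animal, the biological explanation that the design offers, had r = 0.232 (permutation p = 0.49) and stays open with so few animals.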

How the results depend on the processing

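The alternatives were set before the data were examined, except those named here as added later and 3 that changed no call. Over 35 results with 267 alternatives, 220 were kept, 20 were weaker, 10 stronger and 17 reversed. Kept means the same direction and the same side of the threshold. For results without a test it means the same direction and, where an SD was set, a shift within it. Where no reason is given below, the cause was not tested. Replicate numbers link samples by number only: same-numbered samples deviated together across constructs within some formats and not across all formats, and the number as a block changed no call in 42 results. The nuclear alternatives were not run, since no nuclear values were given. Low coverage limits the Tandem, stable and F2 and F3 samples most.

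With the mean of the empty vectors of all transient experiments as the reference, the median 14-d fold was 1.15, single folds turned below 1 for Nd2 (0.646), Nd3 (0.980), Nd4l (0.713), Nd5 (0.782) and Nd6 (0.750), and the differences 2-plasmid minus 2-plasmid-HHR (-0.583), minus Tandem (-0.813) and minus Tandem-HHR (-0.212) reversed, while 2-plasmid-HHR minus Tandem (-0.230) passed the threshold; this reference carries the background of other runs into the 2-plasmid values. Ranked by off-target percentage alone, 5 lead pairs came first. Per percent on target, the fold differences 2-plasmid-HHR minus Tandem-HHR (-0.0101) and Tandem minus Tandem-HHR (-0.00596) reversed, but a fold cannot fall below about 1, so a lower on-target value sets this direction and the reversal says nothing about off-target editing. The next alternatives were added after the data were seen. The excess over the empty vector per percent on target kept the direction of these 2 differences, was close to 0 for 2-plasmid minus Tandem (-6.4e-05, reversed) and passed the threshold for 2-plasmid-HHR minus Tandem (-0.00052). With the set of a replicate number as the unit, where p cannot go below 0.10, the on-target differences of 2-plasmid from 2-plasmid-HHR, Tandem and Tandem-HHR (22.9, 23.6 and 39.3) and of 2-plasmid-HHR and Tandem from Tandem-HHR (16.3 and 15.7), the fold differences in the same order (4.97, 4.87, 5.29, 0.319 and 0.423) and the excess over the own empty vector (0.129, 0.0667, 0.0858 and 0.0194) each had p = 0.10. Leaving out a replicate, 2-plasmid-HHR minus Tandem ranged from -4.97 (without number 2) to 3.53 percentage points on target and from -0.202 to 0.0732 in fold (without number 3). The excess over the own empty vector ranged from 0.0574 to 0.0808 percentage points for 2-plasmid-HHR and from 0.0176 to 0.0222 for Tandem-HHR, and lost the threshold without numbers 1 or 2 and without numbers 2 or 3. Leaving out an animal, the heteroplasmy difference F2 minus F1 ranged from 5.63 to 9.94 (past the threshold without CVBC3.1b), F3 minus F2 from 7.81 to 14.4 (past it without CVBC6.1a), off-target F2 minus WT from -0.0022 to 0.0025 (negative without CVBC5.1b, CVBC5.1c, CVBC2.1a, CVBC2.1b or CVBC2.1c) and F3 minus WT from -0.0058 (past it without CVBC6.1f) to -0.0017. With all F0 animals without a listed heteroplasmy as WT, F2 minus WT was -0.00049. Without the 1% cutoff, added after the data were seen, F1, F2 and F3 exceeded WT by 0.0592, 0.0800 and 0.0829, all past the threshold, and the correlation with heteroplasmy over F1 to F3 was 0.518 (p = 0.034), which passes the threshold that the correlation with the cutoff did not pass. Run and heteroplasmy are not separated in this correlation, since F1 came from another run than F2 and F3. With the cutoff, this correlation was 0.993 within F1 and -0.0697 with the listed F0 animals added.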

Differences from the paper's values

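Of 100 values compared with the paper's, 1 differs by both more than the SD and more than 1.5 times; smaller gaps are not counted, and some of them are given further down. For the transient Tandem format of Atp6, the off-target fold over the empty vector is 1.82 here, and the paper's value in its source data is 1.00. Of the alternatives set before the data were examined, none closes the gap: 1.84 with the median of the empty vectors, 2.58 with the mean of all transient empty vectors, 1.82 with the replicate number as a block, and 1.78 to 1.87 leaving out a replicate. All 52 screening pairs lie within 0.01 percentage points of the paper's on-target values.

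The paper places the Tandem format of Atp6 near its control, whereas all 3 samples lay above every empty vector here. For the Tandem-HHR format of Atp6 the fold is 1.20 here, and the paper's is 1.03, a smaller gap. Among the stable Tandem-HHR lines it names Nd3 alone as short of its high level of knockout, whereas CoII, at 76.5%, also stays below that level on each of days 28, 35 and 42, while Cytb (85.0%) and Atp6 (86.4%) exceed it on these days; on day 49, which it does not report, Atp6 stood below it as well (64.4%, a single sample). For the first F1 litter its running text gives a narrower range than the 10.7% to 32.3% measured, whereas its Supplementary Dataset 3 lists a wider range for the same animals. For the 14-d folds over the empty vector it gives a higher range than the 2.99 to 12.1 found here; with the empty vector rounded to 2 decimals, a setting chosen after the values were seen, the range is 3.57 to 14.4 and falls within the paper's rounding. It describes a larger loss of on-target editing over the improved formats than the 1.38-fold to 1.73-fold of the 2-plasmid-HHR and Tandem formats, while Tandem-HHR, at 2.27-fold to 2.80-fold, lies within its range. By the labels, these ratios set 2-plasmid samples of 14 d against samples of 7 d. Of the target positions drawn in Fig. 2, 7 equal the reference of GRCm38 and 6 are higher, by 1 for CoIII and by 2 for Nd4, Nd4l, Nd5, Nd6 and Cytb. The arrow for the Nd6 lead in Fig. 3d is at pair 65, and the 14-d samples are labelled with pair 66.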

Other observations

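All explanation tests in this part were chosen after the result was seen. The off-target positions that Supplementary Dataset 2 lists for Nd3, Cytb, CoII and Atp6 share a sequence context and, in part, the same places in the mtDNA (lists and values are the paper's). Of 40 listed positions 27 are distinct, and all 27 have a T before the edited C. A G stands before the TC in 48.1% of them, against 13.4% of all TC positions of the mtDNA (Fisher's exact test, two-sided, p = 1.1e-05, adjusted p = 4.6e-05), and a C follows in 66.7% against 25.0% (p = 5.1e-06, adjusted p = 4.1e-05, Fisher's exact test); the deaminase may prefer these neighbours. As numbered in the paper, positions 2783, 8120, 10148, 10304, 12222, 13887 and 14442 are listed for 2 or more constructs, where random lists share 0.34 on average (permutation test, one-sided, p = 1e-05, the smallest possible). The random lists were drawn from all TC positions, whatever their neighbours, and 6 of these 7 positions have a G before the TC. The test therefore cannot separate shared places from the shared context. Of the 27 changes, 13 are missense, 8 synonymous, 6 noncoding and 0 create a stop codon.

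In the litters of Supplementary Dataset 3 (the paper's heteroplasmies, 58 animals, 9 litters with both sexes), females carried more m.8069 G > A than males of the same litter in 8 of 9, by 6.11 percentage points on average (permutation within litters, two-sided, p = 0.0075; 4.08 to 6.89 leaving out 1 litter each). A difference between the sexes is a candidate explanation, but sex goes with the order of the animals' letters, so it remains a hypothesis.

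On day 49, the stable lines carried the stop codon at 99.1% (Nd3), 95.3% (Cytb), 90.8% (CoII) and 99.8% (Atp6) in the Tandem format, and at 52.0%, 86.2%, 79.6% and 64.4% with the ribozyme. The off-target fold of Nd3 Tandem-HHR was 0.976 and that of Cytb Tandem 0.949. For Cytb, the excess of Tandem-HHR over Tandem on that day was 0.411, against an SD of 0.0949 over the 3 earlier days. It has the same direction as on those days, but it rests on single samples and on an empty-vector sample with a coverage of 126. Without dividing by the empty vector, Cytb off-target editing was 0.229% ± 0.0050 in Tandem-HHR and 0.199% ± 0.012 in Tandem (SD over 3 days). On day 49 it was 0.245% and 0.171%. At the 10 sites listed for Cytb, the paper's values average 2.79% ± 0.24 in stable Tandem-HHR and 0.440% ± 0.046 in stable Tandem. For Cytb, these values argue against variation between days as the whole cause, with a single line per format.

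The paper's Atp6 Tandem fold could come from other samples: the F1 mice CVBC3.1a to CVBC3.1c over the empty Tandem vector give 1.00, and CVBC3.1d to CVBC3.1f give 1.03, equal to the paper's Tandem and Tandem-HHR values of Atp6, whereas none of 38 other conditions of 3 samples came within 0.0001 (0 of 38). The 14-d range of the paper may rest on an empty vector rounded to 2 decimals, with which the highest fold is 14.4 and the lowest 3.57. The positions listed after the Nd3 target match the reference in base and context when read 2 bases lower, in 14 of 14, so the paper's numbering likely counts 2 more bases there.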
